# Comparative transcriptomic and proteomic analysis reveals common molecular factors responsive to heat and drought stresses in sweetpotaoto (*Ipomoea batatas*)

**DOI:** 10.3389/fpls.2022.1081948

**Published:** 2023-01-19

**Authors:** Wei Tang, Mohamed Hamed Arisha, Zhenyi Zhang, Hui Yan, Meng Kou, Weihan Song, Chen Li, Runfei Gao, Meng Ma, Xin Wang, Yungang Zhang, Zongyun Li, Qiang Li

**Keywords:** sweetpotato, heat, drought, transcriptome, proteome

## Abstract

**Introduction:**

Crops are affected by various abiotic stresses, among which heat (HT) and drought (DR) stresses are the most common in summer. Many studies have been conducted on HT and DR, but relatively little is known about how drought and heat combination (DH) affects plants at molecular level.

**Methods:**

Here, we investigated the responses of sweetpotato to HT, DR, and DH stresses by RNA-seq and data-independent acquisition (DIA) technologies, using controlled experiments and the quantification of both gene and protein levels in paired samples.

**Results:**

Twelve cDNA libraries were created under HT, DR, and DH conditions and controls. We identified 536, 389, and 907 DEGs in response to HT, DR, and DH stresses, respectively. Of these, 147 genes were common and 447 were specifically associated with DH stress. Proteomic analysis identified 1609, 1168, and 1535 DEPs under HT, DR, and DH treatments, respectively, compared with the control, of which 656 were common and 358 were exclusive to DH stress. Further analysis revealed the DEGs/DEPs were associated with heat shock proteins, carbon metabolism, phenylalanine metabolism, starch and cellulose metabolism, and plant defense, amongst others. Correlation analysis identified 6465, 6607, and 6435 co-expressed genes and proteins under HT, DR, and DH stresses respectively. In addition, a combined analysis of the transcriptomic and proteomic data identified 59, 35, and 86 significantly co-expressed DEGs and DEPs under HT, DR, and DH stresses, respectively. Especially, top 5 up-regulated co-expressed DEGs and DEPs (At5g58770, C24B11.05, Os04g0679100, BACOVA_02659 and HSP70-5) and down-regulated co-expressed DEGs and DEPs (AN3, PMT2, TUBB5, FL and CYP98A3) were identified under DH stress.

**Discussion:**

This is the first study of differential genes and proteins in sweetpotato under DH stress, and it is hoped that the findings will assist in clarifying the molecular mechanisms involved in sweetpotato resistance to heat and drought stress.

## Introduction

Heat and drought stresses tend to occur together under natural conditions, and are considered the most prevalent stresses in terrestrial environments (Prasad et al., 2011; Vile et al., 2012). These abiotic stresses adversely affect plant growth, resulting in delayed growth, abnormal flowering, photosynthetic disorders, and oxidative stress, amongst other effects (Jagtap et al., 1998; Mittler, 2006; Silva et al., 2010; Carmo-Silva et al., 2012). The physiological adaptations of plants to the DH stress differ from those in response to the single stressors of HT and DR (Shulaev et al., 2008). Rizhsky et al. (2002) found that tobacco responds specifically to the DH stress. For example, genes that are up-regulated under HT or DR stress may be down-regulated under the combined stressors. Recent studies have further confirmed that plants possess unique molecular and physiological response mechanisms to the DH stress (Safronov et al., 2017; Woldesemayat et al., 2018). It is well-documented that HT and DR stresses can damage both the physiology and metabolism of plant cells. These stressors can directly or indirectly damage the cell membrane, destroying its structure and causing the leakage of critical molecules and ions, as well as damaging the functioning of the cell (Tommasino et al., 2018). Reactive oxygen species (ROS) are produced in the electron transport chain between Photosystems I and II (PSI and PSII, respectively) in the chloroplast. When plants are subjected to HT and DR stresses, excess excitation energy is produced, leading to ROS accumulation and potential damage to the photosystem (Demmig-Adams and Adams, 1992). Rubisco is a carboxylase in the C3 photosynthetic pathway. Decreases in photosynthesis associated with HT and DR stresses are closely related to the inactivation of Rubisco. As Rubisco reduces plant carbon assimilation under HT and DR stresses, there is an excess of excitation energy for the light response and a consequent increase in ROS production (Law and Crafts-Brandner, 1999).

Advances in biotechnology have allowed the identification of molecular factors involved in stress tolerance, elucidating the plant underlying mechanisms to stress. To date, numerous stress-associated molecules and pathways have been identified. One of the key pathways is the abscisic acid (ABA) pathway which regulates the plant response to DR. This pathway can produce ROS and increase the levels of cytosolic calcium, together with activating ion channels to trigger stomatal closure (Flexas and Medrano, 2002; Safronov et al., 2017). The response to HT relies on various pathways, all of which involve the participation of heat shock proteins (HSPs) (Wang et al., 2004). Under HT stress, most HSPs are able to avoid misfolding and consequent aggregation, allowing them to refold during recovery. The mechanisms responsible for this vary between the HSP families (Rampino et al., 2009). For instance, HSP60 and HSP70 bind to protein intermediates, preventing aggregation, and HSP101 can undergo renaturation and restoration of function after earlier denaturation (Katiyar-Agarwal et al., 2003).

Sweetpotato (*Ipomoea batatas* (L.) Lam.) is an annual or perennial plant belonging to the *Convolvulaceae* family, which is the top 4 crop in China along with rice, wheat and corn (Yang et al., 2017). It is a tropical food crop and has the advantages of high yield and the ability to withstand stress, compared with rice, wheat, and other major crops (Loebenstein and Thottappilly, 2009). To date, many genes linked to abiotic stress tolerance have been identified and cloned in sweetpotato, such as *IbDREB* (Kim et al., 2010), *IbOr* (Kim et al., 2013), *IbP5CR* (Liu et al., 2014), *IbGI* (Tang et al., 2017), *IbTC* (Kim et al., 2019), *IbMYB116* (Zhou et al., 2019), and *IbSUT* (Wang et al., 2020). Furthermore, RNA-seq has been applied to sweetpotato transcriptome study under single-stress conditions, including salt (Arisha et al., 2020a), drought (Yang et al., 2018; Arisha et al., 2020b), and cold (Ji et al., 2017; Ji et al., 2019; Xie et al., 2019; Ji et al., 2020) stress using second- and third-generation sequencing on Illumina platforms. Therefore, understanding the strategies adopted by stress-tolerant sweetpotato can assist in the elucidation of the molecular mechanisms underlying stress tolerance in crops.

To explore the mechanisms underlying tolerance to HT, DR, and their combination DH in *Ipomoea batatas*, we used both transcriptomic and proteomic analyses in controlled experiments, measuring the expression of genes and proteins in paired samples. Using Illumina HiSeq and data-independent acquisition (DIA) technology, we identified differentially expressed genes (DEGs) and proteins (DEPs) under HT, DR, and DH stresses. The roles of these genes in response to the stressors were analyzed and are discussed below.

## Plant materials and methods

The purple-flash sweetpotato Xuzishu 8, a popular cultivar with a high anthocyanin content, high yield, and good taste and drought tolerance (Yan et al., 2022), was used for transcriptomic and proteomic sequencing. The cultivar was bred by the Xuzhou Institute of Agricultural Sciences in Jiangsu Xuhuai District, Xuzhou City, China. The seedlings of Xuzishu 8 were planted in the loamy and fluvo-aquic field (pH 8.2) in Xuzhou sweetpotato research center (34°16’N, 117°17’E) on June 10^th^. After 60 d, the plants were dug out and grown under hydroponic culture using Hoagland solution. Then the plants were treated by HT (42°C), DR (1 liter of 30% PEG6000 Hoagland solution), and DH (42°C and 1 liter of 30% PEG6000 Hoagland solution) in the growth chamber with 90 μM/m^2^/s of light intensity and 50% relative humidity under long day (LD) condition (16 h light/8 h dark). The fully opened third unifoliate samples and storage roots samples with three biological replications were collected during the treatments from 0.5, 1, 3, 6, 12, 24, and 48 h for transcriptomic and proteomic analysis. Control specimens grown under hydroponic culture using Hoagland solution were put in another growth chamber with 25°C, 90 μM/m^2^/s of light intensity and 50% relative humidity under LD condition, and biological samples in triplicate were also collected at the same time points. Samples were immediately frozen in liquid nitrogen and then maintained at -80°C.

### Total RNA extraction and experimental design

Total RNA free of genomic DNA was extracted using a Total RNA Extraction Kit (Generay, China), following the provided protocols. Purity and quality were assessed by 1% agarose gel electrophoresis and spectrophotometry (Nanophotometer, IMPLEN, CA, USA) using the A260/A280 and A260/A230 ratios. RNA concentrations were determined with a Qubit^®^ RNA Assay Kit in Qubit^®^2.0 Fluorometer (Life Technologies, CA, USA) and integrity was measured with the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). We then mixed equal amounts of RNA samples from leaves and tuberous roots at each time point under heat, drought, and their co-stresses to construct four sequencing libraries, namely, HT, DR, DH, and CK (control). Each library was constructed and analyzed in triplicate resulting in 12 sequencing libraries for 12 pooled samples.

### cDNA library construction and transcriptome sequencing

cDNA libraries were constructed using 5 μg of total RNA per pool with the VAHTSTM mRNA-seq V2 Library Prep Kit for Illumina^®^, following the provided protocol, and index codes were used for sequence identification in individual samples. Poly-T oligo-attached magnetic beads were used to purify mRNA which was fragmented with divalent cations at high temperature in 5x VAHTSTM First Strand Synthesis Reaction Buffer. The first-strand cDNA was synthesized with a random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-) and second-strand cDNA was synthesized using DNA polymerase I and RNase H. Exonucleases and polymerases were used to convert overhangs to blunt ends. The 3′-ends of the fragmented DNA were adenylated and ligation of the adaptor was performed before library preparation. The fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, USA) to allow preferential selection of 150-200 bp fragments which were then treated with 3 μl of USER Enzyme (NEB, USA) for 15 min at 37°C and then for 5 min at 95°C. PCR used Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) primer and the products were purified using AMPure XP, with quality assessment using an Agilent Bioanalyzer 2100 system. The libraries were quantified and pooled, and paired-end sequencing was conducted on HiSeq XTen sequencers (Illumina, San Diego, CA, USA).

### Analysis of transcriptomic data

After the conversion of the sequencer-produced images into raw nucleotide reads, the quality of the reads was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and filtering was conducted using Trimmomatic (Bolger et al., 2014). The clean reads were then aligned to the sweetpotato reference genome (Yang et al., 2017) with HISAT2 (Kim et al., 2015). The expression of genes was defined by the abundance of their transcripts, which were quantified using StringTie (Pertea et al., 2015), calculating the Fragments Per Kilobase per Million (FPKM) values of the protein-coding genes and lncRNAs in the samples. DEGs were identified using DESeq2 (Love et al., 2014) using the criteria of FDR <0.05 and difference multiple |log_2_ FC| >1.

### Quantitative real-time PCR

The samples for transcriptome sequencing were also used for qRT-PCR, which was conducted on a StepOne Plus real-time PCR system (Applied Biosystems) using SYBR Green Master Mix (Roche, Germany). Gene expression was calculated using the comparative C(T) method (Schmittgen and Livak, 2008). The reference gene was *tublin* of *Ipomoea batatas*. Three technical and two biological replicates were used for each analysis. Primer sequences are listed in **Table S1**.

### Protein preparation

Proteins were extracted from the same 12 pooled samples used for transcriptome sequencing. The plant material was pulverized in liquid nitrogen and further homogenized in pyrolysis solution (7M urea, 2% SDS, 0.1% PMSF, 65 mM DTT) with ultrasonication. Supernatants were centrifuged (14 000 rpm, 30 min, 4 °C) and the protein contents were measured by the BCA method (Walker, 1994). After that, the proteins were reduced and alkylated using 50 ul DTT (1 h, 55 °C) and 5 ul of 20 mM iodoacetamide (IAA; 1 h, room temperature, in the dark), respectively. The proteins were then precipitated for 2 h with 300 ul of precooled acetone and hydrolyzed with trypsin (Promega) overnight. The resulting peptides were dissolved in buffer A (buffer A: 20 mM ammonium formate aqueous solution, adjusted to pH 10.0 by ammonia water) and separated using a reverse column (XBridge C18 column, 4.6 mm x 250 mm, 5 um) connected to an Ultimate 3000 system (Waters Corporation, MA, USA) using 5% to 45% solution B (20 mM ammonium formate with 80% ACN, adjusted with ammonia to pH 10.0) for separation. Fractions were lyophilized before analysis.

### Establishment of DDA database and DIA data collection

The peptides were redissolved in an aqueous solution of 0.1% formic acid aqueous solution and applied to an LC-MS/MS Orbitrap Lumos mass spectrometer with an online nanojet ion source (Thermo Fisher Scientific, Ma, USA). This spectrometer operates in data-dependent acquisition (DDA) mode and switches automatically between MS and MS/MS acquisition. The raw DDA data were analyzed using a Spectronaut X (Biognosys AG, Switzerland) with default settings, producing an initial target list. The *Ipomoea batatas* database was searched by the Spectronaut together with a database of contaminants derived by trypsin digestion. The material was suspended in 30 ul of aqueous 0.1% formic acid solution, of which 9 ul was mixed with 1 ul 10 x iRT peptide segment. Sample separation was performed by nano-LC and analyzed by on-line electrospray ionization tandem mass spectrometry for data-independent acquisition (DIA).

### Proteome data analysis

The raw DIA data were analyzed using the Spectronaut X using default parameters and dynamic iRT retention time Data were extracted by Spectronaut X using extensive mass calibration. The optimal extraction window dependent on the iRT calibration and stability of the gradient was determined by Spectronaut Pulsar (Kim et al., 2018). A cutoff Q-value (FDR) of 1% for the levels of precursors and proteins was set. A setting of “mutated” was used for decoy generation; this resembles “scrambled” while only applying random numbers of residue positions (min=2, max=length/2). Precursors that passed through the filters were used for quantification, with the top three filtered peptides passing the 1% Q-value threshold being used to determine the numbers in the major groups. After Student’s *t*-test, the Benjamini and Hochberg method was applied, and DEPs were filtered using the criteria of FDR <0.05 and difference multiple |log_2_FC| ≥0.585 (Liu et al., 2020).

### Functional annotation

Protein and gene annotations were determined using the NCBI non-redundant (NR), Gene Ontology (GO), and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. The numbers of DEGs or DEPs were used to calculate p-values (<0.05) and q-values (<0.05) using the total number of genes or proteins as backgrounds. The p-value is a measure of the significance of enrichment, while the q-value controls for the FDR. P-values were determined by Fisher’s exact test and the q-values were measured using the “qvalue” package in R.

### Protein and RNA correlation analyses

Co-expression of genes and proteins was analyzed by the determination of correlation coefficients, conducted in R (version 3.5.1). Maps with nine quadrants were created to illustrate alterations in gene and protein expression in the transcriptomic and proteomic data, respectively, with the map showing the quantification and enrichment of the genes or proteins in each region of the map. Genes and proteins and DEGs and DEPs in the transcriptome and proteome, respectively, were assessed separately, and Venn diagrams were used to illustrate the data.

## Results

### Transcriptome sequencing, quality filtering, and assembly

Separate sequencing of 12 cDNA libraries was conducted on the Illumina HiSeq 2000 platform, resulting in a total of 85,378,804,200 raw reads. 

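RNA pooled from leaves and storage roots of Xuzishu 8 was measured in 4 groups of 3 libraries each: unstressed plants (CK), heat (HT), drought imposed with PEG (DR), and drought with heat (DH). The authors trimmed the reads, aligned them with HISAT2 (2.0.4), assembled transcripts with StringTie (1.3.4d) and deposited 1 FPKM value per gene and library; FPKM correct for gene length and for the sum of aligned fragments, and whole read counts cannot be recovered from them. The tables list 50592 genes, except that of DR replicate 2, which ends after 49073 and lacks 1519 loci assembled by StringTie (IDs beginning with MSTRG). By the paper's Table S3, mapped reads numbered 17820902 to 38616032 per CK library (median 24605484), 19748956 to 20944951 under HT (20024749), 14127839 to 15944629 under DR (15814699) and 12040798 to 28477460 under DH (23431034). From the FPKM, the 3 stresses were compared with CK, and DH with each single stress, by limma on log2(FPKM + 1) over 12295 genes with an FPKM of at least 1 in at least 3 libraries; of these, 1087 lack a value in DR replicate 2. A gene counts as raised or lowered at the paper's thresholds, an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change beyond 1 in either direction, and a log2 fold change of FPKM + 1 is smaller than that of the FPKM where the FPKM are low. Gene symbols are those in the paper's Tables S4 and S7, which match sweetpotato genes to genes of other species, and near-identical copies of a gene in this polyploid can share reads. The paper calls the 3 libraries of a group biological replicates and does not say whether each pool came from separate plants, so the p-values measure only the spread between these pools. CK plants stood in another growth chamber than the stressed ones. The deposited labels name Trizol, cutadapt (1.9) and a NovaSeq sequencer, where the methods name a Generay kit, Trimmomatic and a HiSeq XTen.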

When the adaptor sequences, low-quality, and short reads, and rRNA reads were removed, 82,750,736,262 clean reads remained (**Table S2**). The GC content was 57–66%, Q20 92–97%, and the percentage of unknown nucleotides (N%) was 0%. 

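Bases that could not be read were rare in all 12 libraries, and their rate parted CK from the stressed plants. By the base counts in the paper's Table S2, CK replicates 1 to 3 held 2.3, 2.3 and 4.5 unread bases per megabase read, HT 15.4, 15.3 and 15.5, DR 15.6, 20.4 and 15.2, and DH 15.5, 18.6 and 28.2.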

Then, the clean reads that mapped to the reference genome were categorized into two classes: uniquely mapped reads, namely, reads that mapped to only one position in the reference genome, and multi-position matches, namely, reads that mapped to more than one position in the reference genome (**Table S3**).

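A few very abundant transcripts held most of the FPKM in most libraries. The 10 most abundant genes held 38.4%, 75.6% and 52.4% in CK replicates 1 to 3, 34.7%, 71.8% and 70.8% under HT, 54.9%, 75.3% and 57.4% under DR, and 57.0%, 89.7% and 77.4% under DH. Genes with an FPKM above 0 numbered from 13653 in DH replicate 2 to 33410 in CK replicate 3, of which 4204 were seen in CK replicate 3 alone, at a median FPKM of 0.43. The ranges of the 4 groups overlapped in both measures. The share of reads that the authors could map, from the paper's Table S3, lay between 39.1% (DR replicate 1) and 74.68% (DH replicate 2).

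**Figure D1:**
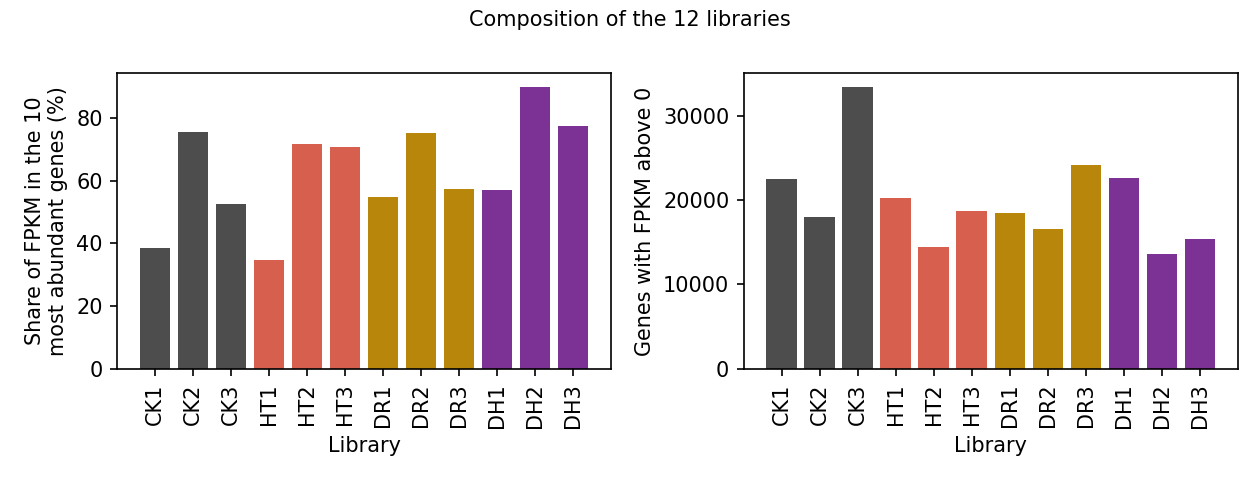
Share of each library's FPKM held by its 10 most abundant genes, and number of genes with an FPKM above 0, in the 12 libraries.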

### Identification of DEGs

The level of gene expression in individual samples was calculated as the FPKM. Using the criteria of FDR <0.05 and |log_2_ of fold change (FC)| >1, 536, 389, and 907 DEGs were identified in response to HT, DR, or DH stress, respectively, in sweetpotato cv. Xuzishu 8, of which 162, 249, and 369 were up-regulated, and 374, 140, and 538 were down-regulated (**Figure 1A**). Venn diagrams were used to highlight overlapping DEGs expressed among HT and DH, DR and DH, as well as HT, DR, and DH stresses. 

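Chaperones, glyoxylate cycle enzymes and chitinases stand among the genes raised by stress, and phenylpropanoid enzymes among those lowered. Against CK, 70 genes were raised and 58 lowered under HT, 72 raised and 24 lowered under DR, and 71 raised and 119 lowered under DH (limma; unadjusted p under 0.05 in 1860, 888 and 1427 genes). HSP21, a small chaperone of the chloroplast, and RAP2-3, an ethylene response factor, were raised under each stress, and PALA, a phenylalanine ammonia-lyase at the entry to phenylpropanoids, was lowered under each. Counts moved with single libraries: leaving out 1 of the 12 at a time gave from 6 (without HT1) to 321 (without HT2) raised and from 9 (without CK2) to 110 (without CK1) lowered under HT, from 27 (without CK3) to 105 (without HT2) and from 3 (without DR2) to 38 (without CK1) under DR, and from 18 (without DH1) to 111 (without DH2) and from 36 (without DH3) to 191 (without CK1) under DH. Without the filter on low FPKM, 5 genes were raised and 6 lowered under HT, 17 and 5 under DR, and 12 and 23 under DH, and with libraries weighted by their spread 1094 and 232, 730 and 249, and 995 and 1264.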

Under HT and DR stresses, there was an overlap of 72 up-regulated and 89 down-regulated genes. Similarly, there were overlaps of 156 up-regulated and 119 down-regulated genes under the combination of DR and DH stresses, and of 106 up-regulated and 226 down-regulated genes under HT and DH stresses. 

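Genes raised under both HT and DR include ERF071 (G13450), an ethylene response factor, and genes lowered under both include the peptidases AED3 (G20666) and SBT1.8 (G20777), the latter a subtilisin-like protease. ERF071 rose with a log2 fold change of 4.99 under HT (SE 1.03, adjusted p = 0.02, limma) and 4.88 under DR (adjusted p = 0.02). SBT1.8 fell with a log2 fold change of -4.07 (adjusted p = 0.037) and -4.57 (adjusted p = 0.016), and AED3 with -4.41 (adjusted p = 0.04) and -4.88 (adjusted p = 0.022). In all, 19 genes were raised and 22 lowered under both, where 0.41 and 0.11 are expected of lists of this size drawn from the tested genes. In 100 simulated draws with no stress effect and 1 set of controls for all comparisons, a mean of 0 genes was shared. Only 3 draws called any gene under HT and 5 under DR, so they do not show how much shared controls add to an overlap. Part of the excess may come from the shared controls. ERF071 did not pass under HT without CK2 (4.99) or HT1 (4.78), nor under DR without CK2 (4.88), CK3 (4.79), DR1 (4.59) or DR3 (4.7). SBT1.8 did not pass under HT without CK2, CK3, HT1, HT3, DR3 or DH3 (-4.67 to -3.43), nor under DR without CK2, CK3, DR1 or DR3 (-4.64 to -3.92), and AED3 did not pass under HT without CK2, CK3, HT1, HT3, DR2, DR3 or DH3 (-4.59 to -3.13), nor under DR without CK2, CK3 or any DR library (-5.27 to -3.6). The shared genes numbered from 3 (without HT1) to 44 (without HT2) raised and from 3 (without DR2) to 36 (without CK1) lowered.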

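DR and DH shared raised genes such as SHSP-2 (MSTRG.4626), a small heat shock protein, and HT and DH shared lowered genes such as DIT1 (G25883), a dicarboxylate transporter of the chloroplast, and CYP86A22 (G29886), a fatty acid hydroxylase of the cytochrome P450 family. SHSP-2 was listed at an FPKM of 0 in the 3 CK libraries and at 0, 0 and 0.17 under HT, against 238 and 405 in the DR libraries that list it and 45.5, 5.4 and 18.7 under DH (adjusted p = 0.00015 for DR and 0.018 for DH, limma); it did not pass between DH and DR (log2 difference -4.11, adjusted p = 0.26). DIT1 fell with a log2 fold change of -4.08 (SE 0.93, adjusted p = 0.037) under HT and -5.19 (adjusted p = 0.0044) under DH, and CYP86A22 with -4.45 (adjusted p = 0.046) and -5.46 (adjusted p = 0.0089). DR and DH shared 31 raised and 23 lowered genes (0.42 and 0.23 expected), and HT and DH 33 and 57 (0.4 and 0.56 expected). The simulated draws with no stress effect shared a mean of 0 to 0.01 genes, but only 3, 5 and 8 of 100 called any gene under HT, DR and DH. They do not show how much shared controls add, and part of the excess may come from the shared controls. SHSP-2 did not pass under DH without CK2 (adjusted p = 0.069), DH1 (0.14) or DH3 (0.083), nor DIT1 under HT without any CK library, HT1, HT3, DR3 or DH3 (-4.54 to -3.66), nor CYP86A22 under HT without CK1, CK2, HT1, HT2, any DR library or DH3 (-4.45 to -3.5) or under DH without DH3 (-5.21). The genes shared by DR and DH ranged from 13 (without CK3) to 53 (without HT2) raised and from 3 (without DR2) to 36 (without CK1) lowered, and those shared by HT and DH from 4 (without HT1) to 64 (without HT2) and from 9 (without CK2) to 95 (without CK1).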

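RAP2-3 (G11018), an ethylene response factor, and EDL3 (MSTRG.34959), an F-box protein of the EID1-like family, are among 16 genes raised under all 3 stresses, and TPA1 (G24095) and At5g56590 (G25342) among 22 lowered under all 3. RAP2-3 rose with log2 fold changes of 5.68, 5.61 and 6.07 under HT, DR and DH (SE 1.0, adjusted p = 0.0068, 0.0042 and 0.0025, limma), and EDL3 with 5.11, 8.08 and 8.4 (adjusted p = 0.038, 0.0031 and 0.0014). TPA1 fell with -4.64, -4.34 and -5.74 and At5g56590 with -4.38, -4.3 and -5.28. Lists of this size drawn at random would share 0.002 raised and 0.001 lowered genes, and part of the excess may come from the shared controls. EDL3 did not pass under HT without CK2 (5.07), CK3 (5.0), HT1 (4.04), HT3 (5.12), DR3 (5.11) or DH3 (5.11), nor under DR without DR3 (7.59), and TPA1 did not pass under HT without CK2 (-4.47), CK3 (-3.87), HT2 (-3.85), HT3 (-4.5) or DR3 (-4.64), nor under DR without CK2 (-4.18), CK3 (-3.58), DR1 (-3.97), DR2 (-4.4), DR3 (-4.66) or DH3 (-4.34). At5g56590 did not pass under HT without CK1, CK2, HT1, HT3, DR3 or DH3 (-4.8 to -3.05), nor under DR without CK1, CK2, HT1, any DR library, DH1 or DH3 (-4.7 to -2.97). The genes called under all 3 numbered from 3 (without HT1) to 36 (without HT2) raised and from 3 (without DR2) to 35 (without CK1) lowered.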

Of the 147 overlapping genes among the DR, HT, and DH stresses, 62 were up-regulated and 85 were down-regulated. Furthermore, top 10 common up- and down-regulated DEGs (**Table 1**) were identified under HT, DR and DH stresses, of which seven up-regulated DEGs including *CHIT1B*, *TPM-1*, *BXL1*, *dnajb6*, *HSP21*, *MLS* and *Os04g0179200*, and one down-regulated DEG *CHX20* were overlapped. In addition, the transcriptome of plants subjected to DH stress contained 169 specifically elevated genes and 278 genes that were specifically reduced by this combined stress (**Figure 1B**).

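Of these genes, CHIT1B, a chitinase that cuts the chitin of fungal walls, rose under DR and DH from almost nothing in CK. Its copy G47455 was listed at an FPKM of 0 in each CK library, at 22.9, 2.53 and 87.6 under HT, 698, 767 and 1780 under DR and 721, 14.4 and 532 under DH (adjusted p = 0.1, 0.00015 and 0.0025, limma). The copy G27895 rose with a log2 fold change of 10.14 under DR (SE 1.31, adjusted p = 0.00015) and 7.48 under DH (adjusted p = 0.0041), and had 4.71 under HT (adjusted p = 0.085). HSP21 (MSTRG.27569) was listed at 1.13, 0 and 0 in CK and at 706, 49.1 and 720 under HT (adjusted p = 0.0015). The beta-xylosidase BXL1 did not pass: its copy G32815 was listed at 0 in each CK library and at 119, 0.48 and 154 under HT (adjusted p = 0.054); 11 alternatives call it raised under HT, among them both pseudocounts, upper-quartile and quantile scaling, a replicate block, array weights, and leaving out CK1 or HT2. The copies of CHIT1B did not pass between DH and DR (log2 difference -2.65 and -2.44, adjusted p = 1 for each copy).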

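Genes called under DH and under neither single stress include MAN2 (MSTRG.33887 and MSTRG.33886), a mannanase that cuts wall mannans, and, among those lowered, TUBA3 (G2000), an alpha-tubulin of microtubules, and KOR (G15032), the endoglucanase KORRIGAN of cellulose synthesis. MAN2 rose with log2 fold changes of 6.1 (SE 1.22, adjusted p = 0.009, limma) and 5.58 (adjusted p = 0.039), TUBA3 fell with -4.57 (adjusted p = 0.035) and KOR with -3.82 (adjusted p = 0.04). DR replicate 2 gives no value for either MAN2 copy, so their comparisons with DR rest on DR replicates 1 and 3. MSTRG.33886 was at an FPKM of 26.9 and 79.6 there, against 0.46, 0.95 and 0.48 in CK. MSTRG.33887 was at 10.8 and 34.8, against 0, 0 and 0.88 in CK. The 23 genes raised under DH alone had a median log2 fold change of 4.99 there, 3.2 under HT and 4.03 under DR, and were above CK in 22 and 23 of the 23; the 61 lowered had medians of -4.28, -3.21 and -2.77 and were below CK in 61 and 61. None (0) of these genes passed in DH against HT, DH against DR or the test of heat by drought, where 0, 5 and 0 genes passed by limma and 597, 435 and 647 had an unadjusted p under 0.05. MAN2 did not pass without DH1 (4.75), and its copy MSTRG.33886 also without CK2 (5.72), CK3 (5.52), DR1 (5.58) or DH3 (5.48); TUBA3 did not pass without CK2 (-4.92), CK3 (-3.35), HT1 (-4.57), DH1 (-4.91), DH2 (-4.27) or DH3 (-4.52), nor KOR without CK2 (-3.92), CK3 (-3.43), DR2 (-3.82), DR3 (-3.82), DH1 (-3.53), DH2 (-3.9) or DH3 (-4.04). The genes called under DH alone ranged from 1 (without DH1) to 53 (without DH2) raised and from 14 (without DH1) to 101 (without HT3) lowered.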

**Figure 1:**
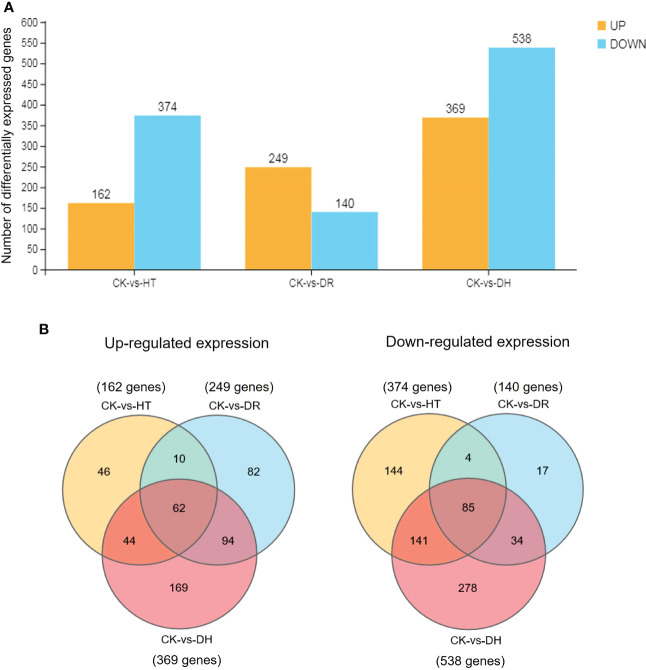
Comparisons of DEGs. **(A)** Number of DEGs under all stress conditions. DEGs were defined by FDR <0.05 and |log_2_ of fold change (FC)| >1. Yellow indicates up-regulation and blue indicates down-regulation. **(B)** Venn diagram illustrating the up-regulated (left side) and down-regulated (right side) genes under HT, DR, and DH stresses. CK, control; HT, heat stress; DR, drought stress; DH, drought and heat stresses.

**Table 1:** Top 10 common up- and down-regulated DEGs among the overlapping genes in HT, DR, and DH.

CK-vs-HT			CK-vs-DR			CK-vs-DH		
Symbol_id	log_2_fc	*q-*value	Symbol_id	log_2_fc	*q-*value	Symbol_id	log_2_fc	*q-*value
Up-regulated								
*TPM-1*	18.445	2.585E-06	*CHIT1B*	20.046	2.357E-19	*CHIT1B*	18.689	9.01E-14
*BXL1*	16.475	9.333E-05	*TPM-1*	19.832	6.101E-18	*TPM-1*	16.908	1.571E-10
*CHIT1B*	15.201	3.913E-05	*BXL1*	12.223	0.0079	*BXL1*	13.147	0.0003
*dnajb6*	11.215	0.0198	*dnajb6*	11.648	0.0024	*dnajb6*	10.954	0.0015
*HSP21*	10.351	4.007E-06	*Os04g0179200*	10.079	7.92E-08	*EDL3*	10.646	4.244E-15
*PR2*	8.785	0.0018	*CHI2*	9.179	3.013E-10	*HSP21*	9.883	9.255E-10
*MLS*	8.092	4.571E-05	*EDL3*	8.951	2.028E-12	*MAN2*	9.513	1.406E-09
*Os04g0179200*	8.044	0.0056	*HSP21*	8.889	3.266E-06	*ICL*	9.055	1.38E-09
*aq_1250*	7.976	0.0037	*aq_1250*	8.631	2.178E-06	*Os04g0179200*	8.946	6.243E-05
*CXE15*	7.860	3.014E-05	*MLS*	8.223	2.942E-17	*MLS*	8.328	9.01E-14
Down-regulated								
*DFRA*	-13.870	3.350E-04	*CHI3*	-12.687	0.0070	*FL*	-17.117	0.0017
*XTH1*	-12.615	8.290E-04	*CHX20*	-12.306	0.0089	*RD22*	-16.871	0.0011
*CHX20*	-12.306	0.0083	*GSPO-A1*	-8.423	4.126E-06	*AED3*	-15.480	1.181E-05
*GSPO-A1*	-10.838	4.118E-06	*AED3*	-7.441	4.341E-05	*BGLU47*	-12.526	0.0035
*At4g28780*	-9.877	5.718E-07	*DFRA*	-7.227	0.0029	*CHX20*	-12.306	0.0081
*CHSE*	-9.646	5.718E-07	*At1g28590*	-7.085	1.821E-04	*CHSE*	-11.072	1.352E-08
*ABP19A*	-9.302	3.010E-08	*AED3*	-7.085	5.768E-04	*At4g28780*	-9.999	2.055E-08
*FL*	-9.230	1.458E-05	*PHO1*	-6.851	3.458E-04	*ABP19A*	-9.993	1.451E-11
*GSTF11*	-9.198	3.516E-04	*LSH1*	-6.849	8.091E-06	*NIR1*	-9.314	1.167E-04
*NIR1*	-8.990	2.554E-05	*ERF003*	-6.731	1.294E-04	*PALA*	-9.264	1.318E-09

### GO and KEGG enrichment analysis

GO was used to determine the principal functional classifications of the DEGs. Nearly 54%, 57%, and 55% of DEGs under HT, DR, and DH stresses, respectively, were associated with the ‘biological process’ category. Similarly, 17%, 17%, and 19% of DEGs associated with HT, DR, and DH stresses, respectively, were seen in the ‘molecular function’ classification, and 29%, 26%, and 27%, respectively, were found under ‘cellular component’. Under HT, DR, or DH stress, the top four classes of upregulated and downregulated genes from ‘biological process’ level 2 GO terms were metabolic process (GO:0008152), cellular process (GO:0009987), single-organism (GO:0044699), and response to stimulus (GO:0050896). In ‘molecular function’, the top classes were catalytic activity (GO:0003824) and binding (GO:0005488) under all conditions, while in ‘cellular component’, the top three classes of up-regulated and down-regulated genes were cell (GO:0005623), cell part (GO:0044464) and organelle (GO:0043226). The DR stress condition showed greater numbers of up-regulated than down-regulated genes in most of the GO categories, while there were fewer up-regulated genes under HT or DH stress (**Figure 2**).

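Raised genes made up 75.0% of those called under DR, 54.7% under HT and 37.4% under DH. Among the genes raised under DR are RAMDAZC7 (G35594) and ARGAH1 (G7764), an arginase, which splits arginine into ornithine and urea. RAMDAZC7 rose with a log2 fold change of 3.34 (SE 0.72, adjusted p = 0.022, limma) under DR and had 0.16 under HT and 0.54 under DH, and ARGAH1 rose with 2.87 (adjusted p = 0.044) and had 0.42 and 0.41; between DH and DR they had -2.8 (adjusted p = 0.33) and -2.46 (adjusted p = 0.51). RAMDAZC7 did not pass without CK2 or CK3 (3.27 each) or DR3 (2.73), nor ARGAH1 without CK1 or CK3 (2.84 each), CK2 (2.93), DR2 (2.89), DR3 (2.34), HT1 or any DH library (2.87 each). The share of raised genes depended on how libraries were scaled to each other, more under HT and DH than under DR: with upper-quartile scaling it was 26.8% under HT, 66.9% under DR and 53.4% under DH, with quantile scaling 38.0%, 63.5% and 57.8%, with the 10 most abundant genes left out of the scaling 58.0%, 73.7% and 67.8%, and with median-of-ratios scaling 31.0%, 62.2% and 48.5%. These scalings shifted the median log2 change of all tested genes by -0.4, -0.05 and 0.19 (upper quartile), -0.29, -0.13 and 0.29 (quantile), -0.06, 0.01 and 0.34 (the 10 most abundant genes left out) and -0.3, -0.11 and 0.15 (median of ratios); before scaling those medians were 0.3, 0.07 and -0.37.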

**Figure 2:**
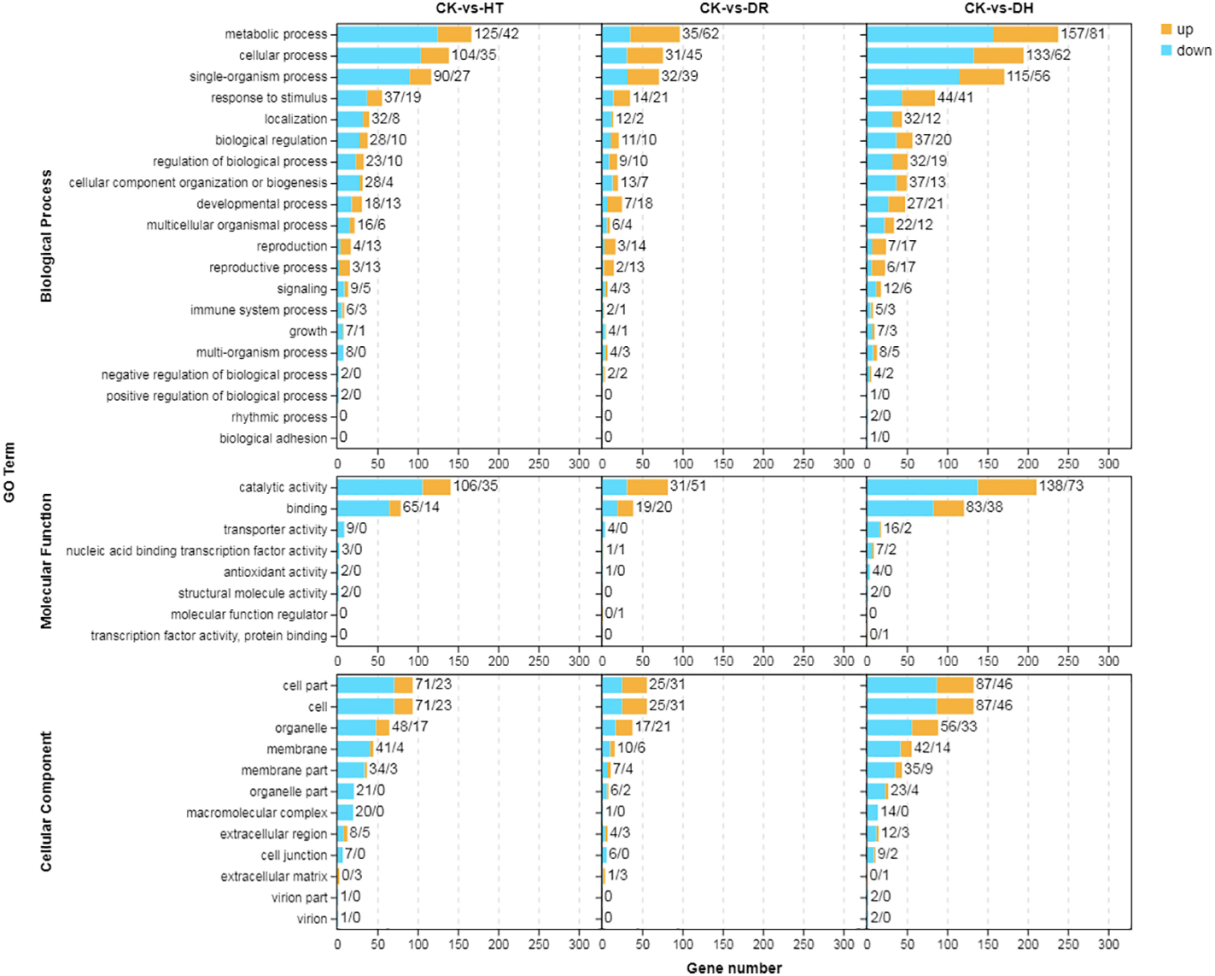
GO annotation of DEGs in response to HT, DR, or DH stress. Yellow indicates up-regulation and blue indicates down-regulation. CK, control; HT, heat stress; DR, drought stress; DH, drought and heat stresses.

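Glycosyl hydrolases that cut wall polysaccharides rose in part. Of 10 listed genes, 0 were raised under HT, 1 under DR and 3 under DH over all tested genes (limma), and 8, 3 and 4 adjusted over the list alone. The paper's tables chose this list on these samples, so it is not independent evidence. It also holds XYLA (G27744), an isomerase of xylose and no hydrolase, which passed under no stress over all tested genes. The gene raised under DR is gluA (G9941), a beta-glucosidase, and 2 of the 3 raised under DH are copies of the mannanase MAN2, which cuts the backbone of mannans. As a group, the 7 genes listed in all 12 libraries, which hold XYLA and leave out both MAN2 copies, had an adjusted p = 0.16, 0.096 and 0.1 with an estimated correlation under HT, DR and DH. Without 1 library the count ranged from 0 to 6 (without HT2) under HT, was 0 under DR without CK2, CK3, DR2 or DR3 and 2 without HT2, and under DH was 0 without DH1.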

The GO annotations that showed significantly higher levels of DEG enrichment (*q* < 0.05) under the HT, DR, and DH treatments (**Figure 3A**) included aminoglycan catabolic and metabolic process (GO:0006026 and GO:0006022), organonitrogen compound catabolic process (GO:1901565), carbohydrate metabolic process (GO:0044262 and GO:0005975), citrate and tricarboxylic acid metabolic process (GO:0006101 and GO:0072350), beta-mannosidase activity (GO:0004567), hydrolase activity (GO:0004553 and GO:0016798), and oxo-acid-lyase activity (GO:0016833), amongst others. 

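The ammonia-lyase PALA (G292), which turns phenylalanine into cinnamic acid and so feeds lignin, flavonoids and other phenylpropanoids, fell under each stress. Its FPKM was 391, 127 and 35.6 in the CK libraries, and it fell with a log2 fold change of -5.73 under HT (SE 0.99, adjusted p = 0.0064, limma), -5.26 under DR (adjusted p = 0.0072) and -6.57 under DH (adjusted p = 0.0014). Each stressed library lay below each CK library. PALA did not pass between DH and HT (log2 difference -0.84, adjusted p = 0.8) or DH and DR (-1.31, adjusted p = 1). It did not pass under HT without HT1 (-5.52) or under DR without DR2 (-4.67).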

Categories showing significant enrichment in down-regulated genes included phenylpropanoid biosynthetic and metabolic process (GO:0009699 and GO:0009698), secondary metabolite biosynthetic process (GO:0044550), cell wall biogenesis (GO:0042546), ammonia-lyase activity (GO:0016841), and carbon-nitrogen lyase activity (GO:0016840) (**Figure 3B**). Overall, these findings suggest that sweetpotato shares a “cross-tolerance” in response to heat, drought, and their combination. However, an opposite trend was found between DR and HT stresses, with the gene expression trend under DH stress being closer to that of HT stress.

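Across 11208 genes listed in all 12 libraries, those higher or lower under one stress tended to be higher or lower under the others. The log2 fold changes correlated with r = 0.63 between HT and DR (Spearman's rho 0.55), 0.81 between HT and DH (0.77) and 0.77 between DR and DH (0.7), over genes, which are not independent replicates. The ethylene response factors RAP2-3 and ERF071 and the malate synthase MLS are examples on the raised side, and PALA, SBT1.8 and AED3 on the lowered side. Shared controls alone gave a mean r of 0.44 (-0.25 to 0.89), 0.46 (-0.35 to 0.9) and 0.42 (-0.41 to 0.85) in 100 simulated draws, and part of the correlation may come from the shared controls. The draws dealt the deviations of all 12 libraries at random over the groups, so their controls need not spread as the CK libraries do. The covariance exceeded the mean of these draws by 0.56 (HT and DR), 1.01 (HT and DH) and 0.69 (DR and DH). That of HT with DR (0.94) and of DR with DH (1.08) lay within the simulated ranges (-0.16 to 1.12 and -0.2 to 1.2). That of HT with DH (1.42) lay above its range (-0.18 to 1.1). What these CK libraries alone would add was not measured. From the annotations that the raised and lowered genes of the 3 stresses have in common, the paper proposes that sweetpotato shares a cross-tolerance to heat, drought and their combination.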

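Chlorophyll biosynthesis genes lay lower under HT and DH than under DR without passing as a group: the median log2 difference over 7 genes was -2.48 for DH against DR and -2.46 for HT against DR, with adjusted p = 0.084 and 0.23 with an estimated correlation over the 5 of them listed in all 12 libraries. The 7 are mostly copies of CRD1 and CHLH, with GUN4 (MSTRG.41460) and CSP41A (G36681) beside them, so not each is an enzyme of chlorophyll synthesis. CRD1 (G16412), a cyclase subunit, had a log2 fold change of -3.8 under HT (adjusted p = 0.081, limma), -0.81 under DR and -4.76 under DH (SE 1.05, adjusted p = 0.018). Between DH and DR it had -3.95 (adjusted p = 0.39). CHLH (G26280), a subunit of magnesium chelatase, had -2.19, 0.27 and -2.37 under HT, DR and DH. The group's median was -2.58, 0.12 and -2.37, with 0, 0 and 2 genes lowered and 5, 0 and 6 adjusted over the list alone (not independent evidence); with an estimated correlation, the adjusted p of those 5 was 0.069, 0.84 and 0.069 against CK. The count under DH was 0 without CK2, DH1 or DH2, 1 without CK1 or any DR library and 3 without HT2. Of the 7, upper-quartile and median-of-ratios scaling called 3 lowered under HT each, and scaling without the 10 most abundant genes 2. The copy MSTRG.38747 of the small heat shock gene SHSP-2 was listed at 0 in all CK and HT libraries, at 79.8 and 152 under DR and at 3.16, 1.04 and 4.81 under DH, and was lower in DH than in DR (log2 difference -4.92, adjusted p = 0.045). It is 1 of 5 genes that passed between DH and DR, all lower in DH; 0 passed between DH and HT (limma; 597 at an unadjusted p under 0.05). In HT against DR, 2 genes were higher and 6 lower in HT. CRD1 did not pass under DH without CK2 (-4.91), DH1 (-4.41) or DH2 (-3.94), and the 5 genes between DH and DR ranged from 0 (without DH1) to 14 (without CK1), and those between DH and HT from 0 to 55 (without HT2).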

**Figure 3:**
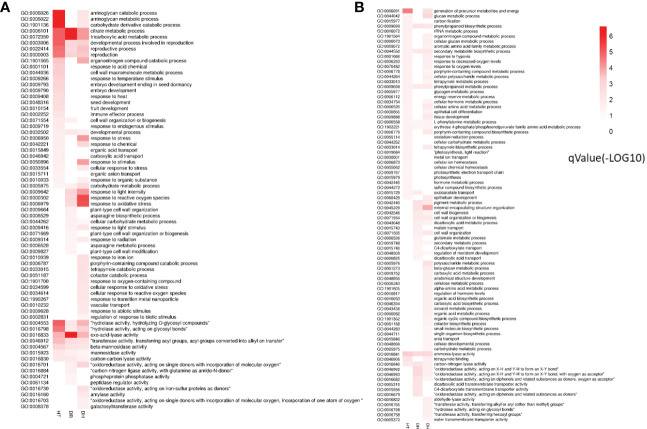
Heatmap of the *q*- values for GO categories showing DEG enrichment under HT, DR and DH stresses compared with CK. **(A)** Functional enrichment analysis of up-regulated DEGs under HT, DR, and DH stresses. **(B)** GO terms of down-regulated DEGs under HT, DR, and DH stresses. The color scale ranges from white (no DEGs), light-red (DEGs with low *q*-values) to red (DEGs with high *q*-values). HT, heat stress; DR, drought stress; DH, drought and heat stresses.

Of the significantly enriched GO terms (**Table S4**), the DEGs specifically up-regulated in DH were mainly found in the “environmental response process”, “RNA process”, and “compound catabolic process” categories. “Environmental response process” included the annotations cellular response to oxidative stress and reactive oxygen species (GO:0034599 and GO:0034614), response to iron ion (GO:0010039), response to transition metal nanoparticle (GO:1990267), response to oxygen-containing compound (GO:1901700), response to ethylene (GO:0009723), and oxidoreductase activity (GO:0016730 and GO:0016703). “RNA process” contained regulation of transcription (GO:0006355), regulation of nucleic acid-templated transcription (GO:1903506), and regulation of RNA biosynthetic and metabolic process (GO:2001141 and GO:0051252). 

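A list named for chlorophyll breakdown holds copies of PAO, the oxygenase that opens the ring of pheophorbide, and of CGLD27 (G334 and G46403). Whether CGLD27 takes part in that breakdown was not tested. The PAO copies had log2 fold changes of 2.8 (G37287, adjusted p = 0.16, limma) and 3.36 (G37418, adjusted p = 0.081) under DH. Of the 4 PAO and CGLD27 genes, 0 passed over all tested genes under any stress, and 1, 3 and 4 were raised under HT, DR and DH adjusted over the list alone. The paper's tables chose this list on these samples, so it is not independent evidence. Its adjusted p with an estimated correlation was 0.1, 0.032 and 0.022, and holds for these genes and not for chlorophyll breakdown at large. The 3 copies of the beta-amylase BAM1, which releases maltose from starch, had log2 fold changes of 3.59, 4.05 and 3.58 under DH, with 0 called over all tested genes and 3 adjusted over the list alone. Under DH without DH2, 2 of the BAM1 copies passed, and 1 without CK1 or HT2; upper-quartile scaling called 2, scaling without the 10 most abundant genes 3 and median-of-ratios scaling 1.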

“Compound catabolic process” included porphyrin-containing compound catabolic process (GO:0006787), aromatic compound catabolic process (GO:0019439), cellular nitrogen compound catabolic process (GO:0044270), amylase activity (GO:0016160), and galactosyltransferase activity (GO:0008378). 

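Genes of wall loosening and cellulose synthesis were lower as a group under each stress, while tubulins and water channels did not pass as groups. Among 13 wall genes, XTH32 (G26672), which cuts and rejoins xyloglucan, fell under DH with a log2 fold change of -3.7 (SE 0.95, adjusted p = 0.046, limma), and the aquaporin PIP2-7, a water channel of the plasma membrane, had -5.66 there (adjusted p = 0.083). Of the wall genes, 0, 0 and 2 were lowered under HT, DR and DH, and 4, 6 and 11 adjusted over the list alone (adjusted p = 0.0028 under each stress with an estimated correlation). Of 3 tubulins, 0, 0 and 1 were lowered, and 1, 0 and 3 over the list alone (adjusted p = 0.1, 0.15 and 0.086), and of 3 aquaporins 0 under each stress, and 1, 0 and 2 over the list alone (0.26, 0.26 and 0.1). These lists were taken from the paper's tables on the same samples and are not independent evidence. The wall genes lowered under DH numbered 6 without CK1 and 0 without CK2, CK3, DR2, DR3, DH2 or DH3, 4 with upper-quartile or median-of-ratios scaling and 0 with the 10 most abundant genes left out of the scaling, and the tubulins 3 without CK1 and 0 without CK2, CK3, HT1 or any DH library. XTH32 did not pass without HT1, DR1, DR2 or DR3 (-3.7 each), CK2 (-3.46), CK3 (-3.03), DH1 (-3.58), DH2 (-3.63) or DH3 (-3.9).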

GO enrichment analysis of the potential functions of the genes down-regulated under DH stress identified over 30 categories with significant enrichments (*q* < 0.05) under DH stress, such as cell wall organization (GO:0071555), anatomical structure development (GO:0048856), beta-glucan metabolic process (GO:0051273), cellulose metabolic process (GO:0030243), flavonoid metabolic process (GO:0009812), and water transmembrane transporter activity (GO:0005372).

Investigation of pathway enrichment using KEGG (**Figure 4**; **Table S5**) showed that most of the enriched pathways were shared by DEGs under HT, DR, or DH stress. Four hundred and four DEGs from the three groups were associated with 98 different KEGG pathways in 18 clades under five major KEGG categories including metabolism, environmental information processing, genetic information processing, cellular processes, and organismal systems.

**Figure 4:**
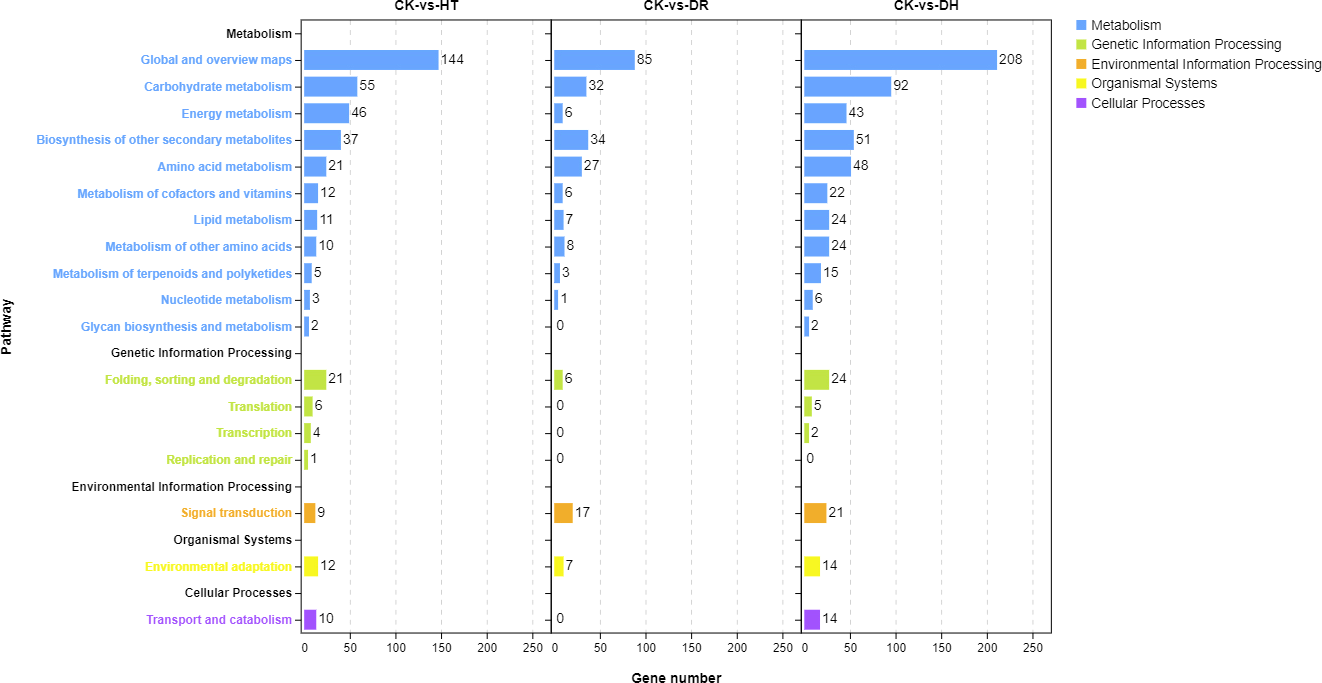
KEGG analysis of DEGs in the HT, DR, and DH stress groups compared with CK. CK, control; HT, heat stress; DR, drought stress; DH, drought and heat stresses.

KEGG analysis was used to identify the pathways showing DEG enrichment (*q* < 0.05). Gene-set enrichment analysis showed that DEGs in the glyoxylate and dicarboxylate metabolism, amino sugar and nucleotide sugar metabolism, and the MAPK signaling pathway were significantly up-regulated in all the stress categories. In addition, specific pathways with DH-associated DEG enrichment were diterpenoid biosynthesis, galactose metabolism, linoleic acid metabolism, and porphyrin and chlorophyll metabolism (**Figure 5A**). 

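The glyoxylate cycle, which turns acetyl units from fat into sugar precursors, had 2 of 3 measured genes raised under each stress over all tested genes, the isocitrate lyase ICL2 and the malate synthase MLS, and 2, 3 and 3 under HT, DR and DH adjusted over the list alone. With an estimated correlation the group's adjusted p was 0.096, 0.011 and 0.018. Chitinases, which release amino sugars from chitin, had 2 of 3 genes raised under DR and DH and 0 under HT, both copies of CHIT1B, and 3, 2 and 2 adjusted over the list alone. Each list was taken from the paper's tables on these samples and is not independent evidence. Both CHIT1B copies passed under DR and DH whichever library was left out, and under HT 2 chitinases passed without HT2 or DH2 and 1 without CK1. The glyoxylate count under HT was 0 without CK2 or HT1 and 1 without CK3, HT3, DR1, DR2, DR3 or DH3, under DR 1 without CK3 or DR1, and under DH 1 without DH1 or DH3.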

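Raffinose family genes, which build galactose onto sucrose, were above CK under DH without passing the test over all genes: RFS6 (G41031), a galactosyltransferase of raffinose synthesis, had a log2 fold change of 3.24 (SE 1.02, adjusted p = 0.12, limma) and GOLS2 (G19634), which makes the galactinol donor, 3.06 (adjusted p = 0.19). Of 4 measured, 0 passed under any stress, and 0, 0 and 2 adjusted over the list alone under HT, DR and DH, from a list that is not independent evidence (adjusted p = 0.2, 0.1 and 0.06 with an estimated correlation over the 3 listed in all 12 libraries). Without DH2, 1 of the 4 was raised under DH, and 2 with upper-quartile scaling, 2 with the 10 most abundant genes left out of the scaling and 1 with median-of-ratios scaling.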

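Flavonoid and phenylpropanoid genes were lower as a group under each stress. Of 15 measured, 3 fell under HT, 1 under DR and 7 under DH over all tested genes (limma), and 12, 15 and 15 adjusted over the list alone; their median log2 fold change was -3.07 under HT and -3.88 under DH. CHSE (G16435), a chalcone synthase that opens flavonoid synthesis, fell with -5.26 (adjusted p = 0.038) under HT and -5.48 (adjusted p = 0.02) under DH and had -4.15 (adjusted p = 0.14) under DR, from 640, 45.4 and 2.99 in the CK libraries. CYP75B2 (G45681), a flavonoid hydroxylase, fell with -4.65 (adjusted p = 0.0084) under DH. The group's adjusted p was 0.0072, 0.0043 and 0.0066 with an estimated correlation, and the paper's tables chose its genes on these samples, which is not independent evidence. The 2 measured copies of the glutathione S-transferase GSTF11 gave 0 calls under each stress over all genes and 2 lowered in each adjusted over the list alone; their median log2 fold change went from -2.84, -2.26 and -2.98 under HT, DR and DH to -1.44, -0.87 and -1.58 without CK3, and without CK1 both were lowered under HT and DH. CHSE did not pass under HT without CK1 (-3.41), CK2 (-5.3), HT1 (-5.23), HT3 (-5.35) or DR3 (-5.26), nor under DH without CK2 (-5.52), DH1 (-5.51), DH2 (-5.4) or DH3 (-5.52), nor CYP75B2 without DH3 (-4.53). The group count was 0 without HT1, 1 without CK2, HT3 or DR3, 2 without DH3 and 5 without HT2 under HT, 0 without DR2, 2 without HT2 and 3 without CK1 or CK3 under DR, and 1 without DH3, 2 without DH1 or DH2 and 4 without CK2 under DH. With upper-quartile scaling 10, 5 and 13 were lowered under HT, DR and DH, with median-of-ratios scaling 8, 4 and 13, and with the 10 most abundant genes left out of the scaling 5, 2 and 7.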

Pathways showing down-regulated DEGs tended to be common to all the stress groups and included metabolic pathways, flavonoid biosynthesis, secondary metabolites biosynthesis, phenylpropanoid biosynthesis, phenylalanine metabolism, and indole alkaloid biosynthesis. Four pathways were unique to DH stress, namely, ascorbate and aldarate metabolism, selenocompound metabolism, glycolysis/gluconeogenesis, and glyoxylate and dicarboxylate metabolism (**Figure 5B**). These GO and KEGG analyses suggested that similar pathways were involved in the response to different stress conditions, indicative of cross-tolerance to stress in the sweetpotato. Furthermore, the combination of heat and drought stresses appears to act synergistically to trigger specific biochemical processes and molecular functions, in contrast to the response seen to the individual stressors.

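Gene by gene, 0 of 12295 passed the test of heat by drought, which asks whether the change under DH departs from the sum of the changes under HT and DR (limma; 647 at an unadjusted p under 0.05). Without HT2, 50 genes passed, without CK1 6 and without DH1 4, and with array weights 478. The CK libraries enter this sum with the sign opposite to that in each comparison with CK, so lists of genes picked for a change against CK lean to less than the sum and give no test of it. In simulated data, a log2 change of 2 between DH and CK was called in 0 of 200 genes and a change of 4 in 132 of 200. The test of heat by drought was not simulated, and the count of 0 does not show that the changes add up.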

**Figure 5:**
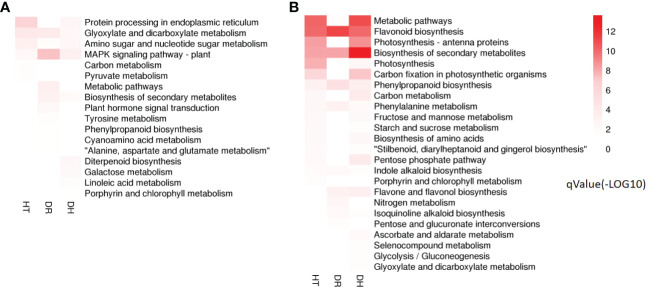
Heatmap of the *q*-value significance of KEGG pathways showing DEG enrichment in response to HT, DR, and DH stresses compared with CK. **(A)** Up-regulated DEGs under HT, DR, and DH stresses. **(B)** Down-regulated DEGs under HT, DR, and DH stresses. The color scale ranges from white (no DEGs), light-red (DEGs with low *q* values) to red (DEGs with high *q* values). HT, heat stress; DR, drought stress; DH, drought and heat stresses.

### Proteomics analysis and identification of DEPs

We then analyzed the functions of proteins responding to HT, DR, and DH stresses using proteome sequencing. The DIA method integrates the benefits of the traditional proteomics “shotgun” and selective reaction monitoring/multiple reaction monitoring (SRM/MRM) approaches with absolute quantitative mass spectrometry, and was used to investigate changes in protein expression in response to HT, DR, and DH stresses. Initially, we identified 50 457 precursors, 39 376 peptides, and 9862 proteins from 6189 protein groups in 12 pooled samples (**Figure S1A**). GO analysis showed that these proteins were associated with 48 functional groups including all three GO categories of biological process, cellular component, and molecular function (**Figure S1B**). Under biological process, the highest enrichments were seen in metabolic processes (2451 proteins, 26.30%) followed by cellular processes (1991, 21.36%), and single-organism processes (1597, 17.14%). Under molecular function, the most enriched associations were catalytic activity (2044, 51.25%) and binding activity (1639, 41.10%). The top category under cellular components was cell parts (1678, 25.34%) (**Table S6**).

Overall, 1609, 1168, and 1535 DEPs were identified in the HT, DR, and DH groups compared with the CK group, of which 541, 466, and 589 were up-regulated and 1068, 702, and 946 were down-regulated, respectively (**Figure 6A**). A total of 271 up-regulated DEPs were common to the three groups, while 135, 83, and 131 were exclusively up-regulated under HT, DR, and DH stresses. In addition, 385 down-regulated DEPs overlapped between the different groups, while 411, 135, and 227 were specific to the HT, DR, and DH groups, respectively (**Figure 6B**). KEGG analysis of the DEPs under HT stress showed that the four top pathways were “Ribosome” (*q*-value 2.31e-7), “Nitrogen metabolism” (*q*-value 3.36e-7), “Phenylpropanoid biosynthesis” (*q*-value 1.38e-6), and ‘Biosynthesis of secondary metabolites’ (*q*-value 0.00128). The additional nine pathways (*q* < 0.05) included ‘Porphyrin and chlorophyll metabolism’, ‘Photosynthesis - antenna proteins’, ‘Metabolic pathways’, and ‘Cyanoamino acid metabolism’ (**Figure 6C**, upper panel). The pathways identified for DR stress were not only involved in several of the same biological processes as those for HT stress, such as ‘Ribosome’ (*q*-value 2.5e-14), ‘Phenylpropanoid biosynthesis’ (*q*-value 0.0002), ‘Metabolic pathways’ (*q*-value 0.0003), ‘Biosynthesis of secondary metabolites’ (*q*-value 0.0013), ‘Thiamine metabolism’ (*q*-value 0.0024), and ‘Flavonoid biosynthesis’ (*q*-value 0.0121) but also included two specific pathways, namely, ‘Amino sugar and nucleotide sugar metabolism’ (*q*-value 0.0069) and ‘Starch and sucrose metabolism’ (*q*-value 0.0355) (**Figure 6C**, middle panel). The DH-stress group included ‘Ribosome’ (*q*-value 3.0e-41), ‘Nitrogen metabolism’ (*q*-value 0.0002), ‘Thiamine metabolism’ (*q*-value 0.0139), and Porphyrin and chlorophyll metabolism (*q*-value 0.0333) which overlapped with both the HT and DR groups (**Figure 6C**, lower panel).

**Figure 6:**
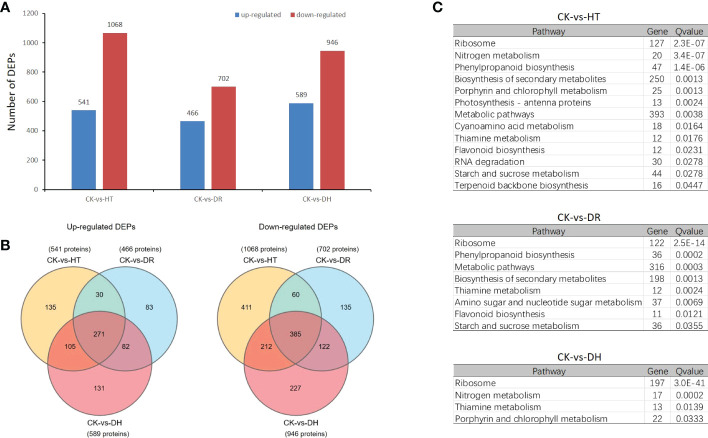
Differentially expressed proteins analysis under HT, DR and DH stresses. **(A)** Numbers of up- and down-regulated DEPs. **(B)** Venn diagrams of DEPs. Left: up-regulated DEPs; right: down-regulated DEPs. **(C)** KEGG pathways showing significant (*q* < 0.05) DEP enrichment for each stress category.

The top 10 DEPs identified under HT, DR, and DH stresses are shown in **Table 2**. Several up-regulated DEPs are common to each stress, including PER72 which catalyzes the final step in lignin biosynthesis, small heat-shock proteins HSP23.6 involved in processing in the endoplasmic reticulum, ACT domain-containing protein ACR11, actin binding protein VILLIN2 for actin cytoskeleton and stem-specific protein TSJT1. Some stress specific up-regulated DEPs are also found, such as Exo70A1 which is involved in targeted secretion at the plasma membrane under HT stress, guanylate-binding protein GBP2 under DR stress, cold and drought-regulated protein CORA under DH stress, amongst others. As in HT stress, HSP23.6 and two proteins (PER72 and PNC1) which are key enzymes catalyzing the formation of lignin from monolignol, were also up-regulated under DR stress. In contrast, few down-regulated DEPs were shared between the HT, DR, and DH stress groups. Under HT stress, some proteins associated with metabolite biosynthesis, CYP51G1 (sterol 14-demethylase), TH1 (thiamine biosynthetic bifunctional enzyme), and ANS (anthocyanidin synthase) were down-regulated. Under DR stress, several of the top 10 down-regulated DEPs were found to be involved in ‘biological process’, including the ubiquitin receptor RAD23B, HMGCL which is responsible for the synthesis and degradation of ketone bodies, starch branching enzyme I SBE1, and ANT17 which is involved in the process of anthocyanin synthesis. Some specific top 10 down-regulated DEPs are found under DH stress, such as the novel plant SNARE protein NPSN11, plasmodesmata callose-binding protein PDCB2, and ABC transporter G family member ABCG22, amongst others. Although the same ‘Flavonoid biosynthesis’ pathway is annotated in each stress category, three different down-regulated DEPs (ANS, ANT17, and AN3) were specifically involved in the anthocyanin synthesis.

**Table 2:** Top 10 up- and down-regulated proteins in HT, DR, and DH identified by DIA.

CK-vs-HT			CK-vs-DR			CK-vs-DH			
Symbol_id	log_2_fc	*q-*value	Symbol_id	log_2_fc	*q-*value		Symbol_id	log_2_fc	*q-*value
Up-regulated									
VLN2	15.582	0.0014	VLN2	15.752	0.0039		CORA-like	16.859	0.0429
At5g45670	15.426	0.0304	TSJT1-like	14.965	0.0010		VLN2	15.753	0.0023
TSJT1-like	14.805	0.0011	BPI	10.200	0.0052		TSJT1-like	15.647	0.0040
HSP23.6	6.418	0.0113	ACR11	6.460	0.0234		AVP1	12.735	0.0353
ACR11	5.902	0.0282	At5g58770	6.446	0.0194		HSP23.6	6.113	0.0123
PER72	5.188	0.0070	HSP23.6	6.206	0.0189		ACR11	6.064	0.0389
EXO70A1	4.969	0.0032	GBP2	6.133	0.0163		At5g58770	5.710	0.0178
MBD11	4.920	0.0198	SRC1-like	5.952	0.0325		PER72	5.163	0.0105
CYP82C3	4.862	0.0211	PER72	5.313	0.0091		MBD11	4.797	0.0222
PARA	4.817	0.0001	PNC1	4.957	0.0225		PARA	4.715	0.0329
Down-regulated									
CYP51G1	-16.437	0.0028	RAD23B	-14.953	0.0032		BRR2B	-15.614	0.0200
BRR2B	-15.696	0.0173	OsI_14861	-14.539	0.0461		RAD23B	-15.063	0.0022
RPT2	-14.852	0.0037	At4g00740	-12.190	0.0026		NPSN11	-15.024	0.0015
SBT1.7	-14.083	0.0436	HMGCL	-4.687	0.0398		ABCG22	-5.410	0.0060
TH1	-12.008	0.0031	URGT2	-4.123	0.0036		AN3	-4.215	3.32e-10
MCM2	-11.492	0.0413	OBERON1-like	-4.113	0.0169		FSH2	-4.159	0.0050
FAD2	-8.193	0.0224	At1g28590	-3.926	0.0158		PDCB2	-3.997	0.0024
ANS	-5.213	0.0312	SBE1	-3.808	2.07e-15		Os03g0108600	-3.984	0.0097
typA	-5.112	3.83e-07	ANT17	-3.801	0.0072		At1g26850	-3.835	0.0007
UGT83A1	-4.633	0.0174	Os03g0108600	-3.725	0.0104		OBERON1-like	-3.669	0.0497

### Correlations of RNA and protein expression

To determine the co-expression relationships between genes and proteins under each stress condition, correlations between the transcriptomic and proteomic results were analyzed. 

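Genes with an FPKM above 0 in at least 1 of the 6 libraries compared numbered 38412 for HT with CK, 38633 for DR with CK and 38216 for DH with CK.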

Initially, we identified input 38 263 genes and 8891 proteins for HT, 38 465 genes and 9079 proteins for DR, 38 048 genes and 8852 proteins for DH, respectively. The Pearson correlation coefficients of the genes with their encoded proteins were 0.0676 under HT stress, 0.1159 under DR stress, and 0.1198 under DH stress (**Figure 7**). Venn diagrams showed that 6465 co-expressed genes and proteins were present under HT stress, of which 59 were both DEGs and DEPs (**Figure 8A**). In the DR-stress category, 6607 genes were co-expressed with their proteins, and 35 of these were both DEGs and DEPs (**Figure 8B**). In the DH category, there were 6435 co-expressed genes and proteins, of which 86 were both DEGs and DEPs (**Figure 8C**). Thus, we suggest that these co-expressed DEGs and DEPs may play critical roles in the defense against heat, drought, and combined drought and heat stresses in the sweetpotato.

**Figure 7:**
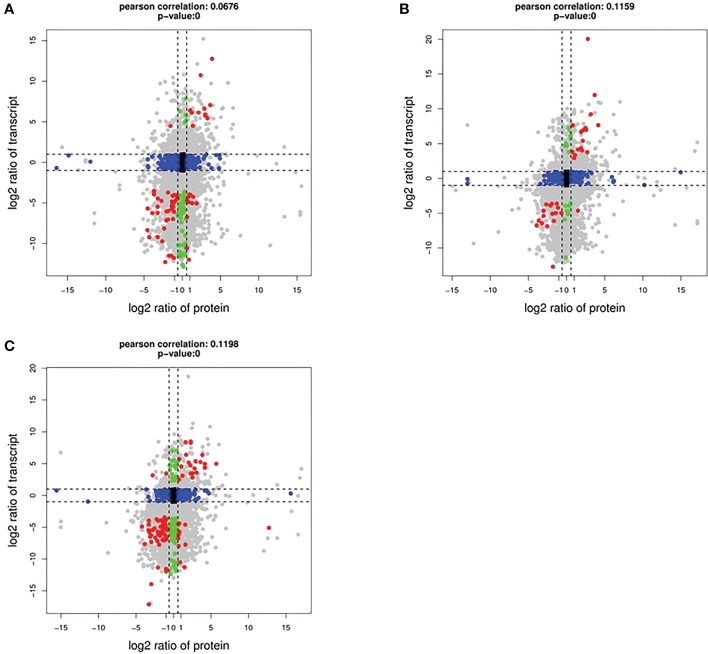
Log_2_ expression ratios in the transcriptome (y-axis) and proteome (x-axis). HT **(A)**, DR **(B)**, and DH **(C)** conditions. Significant alterations in expression are indicated by color: blue, protein; green, transcripts; red, both.

**Figure 8:**
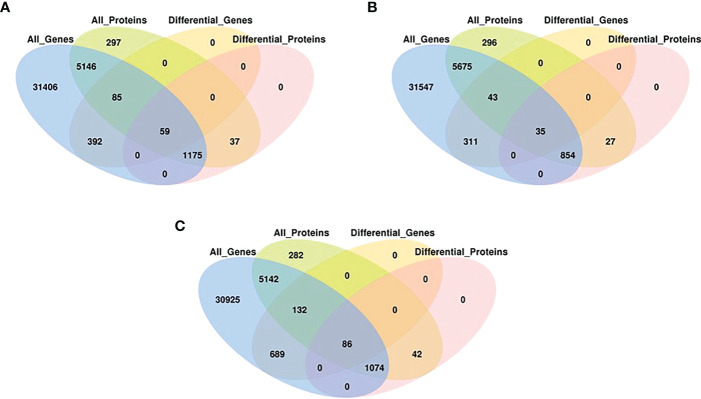
Venn diagrams associations between, all expressed genes, all expressed proteins, DEGs (*q* < 0.05) and DEPs (*q* < 0.05) with stringent criteria under HT **(A)**, DR **(B)**, and DH **(C)** stresses.

### GO and KEGG analyses of co-expressed DEGs and DEPs

GO analysis of the co-expressed DEGs and DEPs indicated that ‘cellular process’ and ‘metabolic process’ predominated. There were 89, 56, and 232 co-expressed DEGs and DEPs for the HT, DR, and DH stress conditions, respectively, in the “cellular process” category, and 173, 140, and 400 co-expressed DEGs and DEPs, respectively, in ‘metabolic process’. In terms of “cellular component”, co-expressed DEGs and DEPs with ‘cell’ and ‘cell part’ annotations were present under all stress conditions. The highest numbers of co-expressed DEGs and DEPs were seen in the ‘organelle’ category, with 16 and 80 genes and proteins in the DR and DH conditions, respectively. In “molecular function”, the highest number of DEG/DEP co-expression was seen in ‘binding’ “catalytic activity”, with 64, 13, and 132 co-expressed DEGs and DEPs in ‘binding’, and 30, 16, and 44 in ‘catalytic activity’ for HT, DR, and DH stresses, respectively (**Figure S2**).

KEGG analysis showed enrichment of the co-expressed DEGs and DEPs under HT stress in pathways associated with ‘Metabolic pathway’, ‘Biosynthesis of secondary metabolites’, ‘Flavonoid biosynthesis’, ‘Biosynthesis of amino acids’, and ‘Carbon metabolism’. The top enrichment pathways under DR stress were ‘Metabolic pathway’, ‘Biosynthesis of secondary metabolites’, and ‘Phenylpropanoid biosynthesis’, while those under DH stress were ‘Metabolic pathway’, ‘Biosynthesis of secondary metabolites’, ‘Flavonoid biosynthesis’, and ‘Carbon metabolism’. There were also several pathways that were specifically enriched under DH stress, including ‘Protein processing in endoplasmic reticulum’, ‘Porphyrin and chlorophyll metabolism’, and ‘Indole alkaloid biosynthesis’ (**Figure 9**).

**Figure 9:**
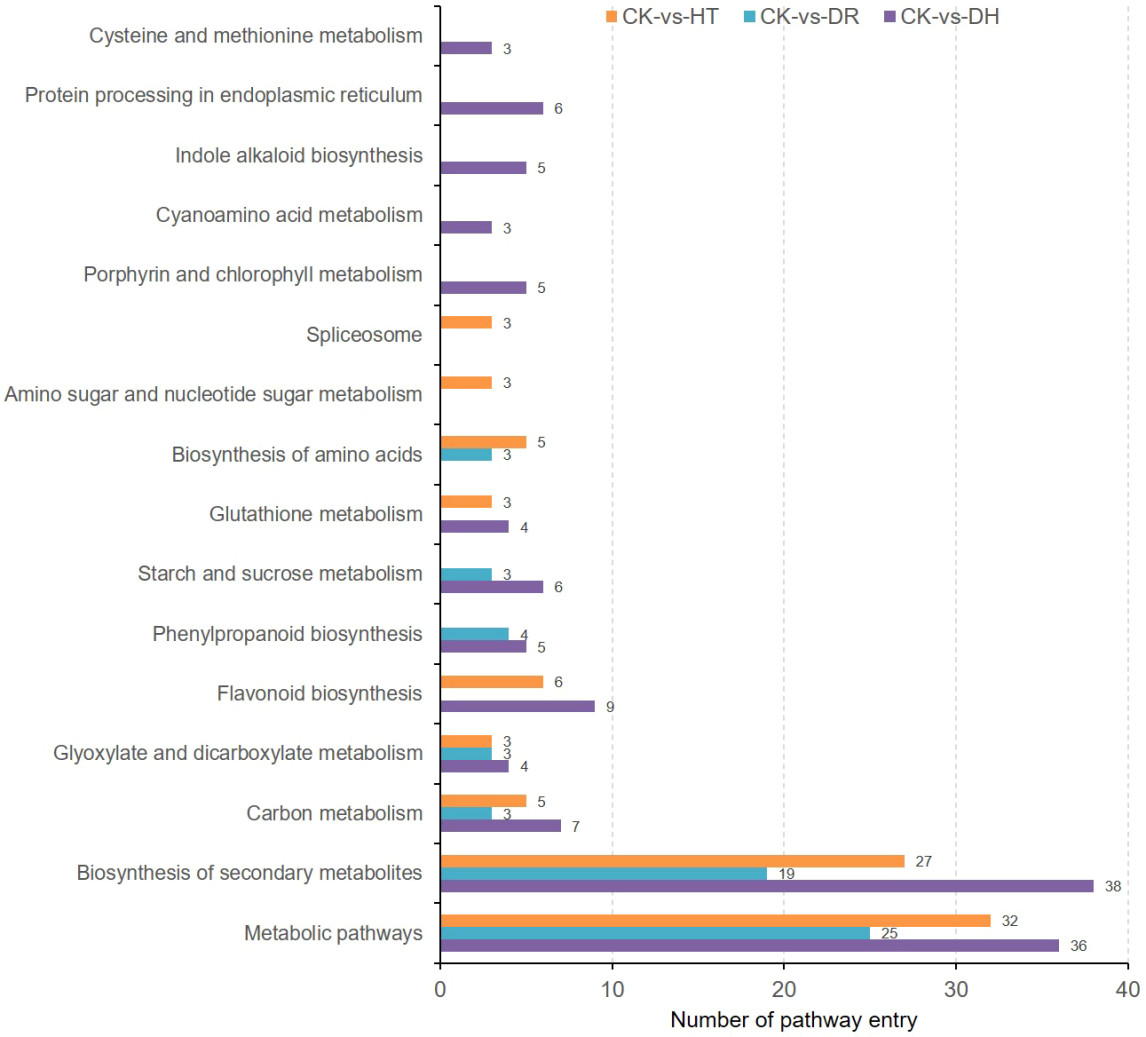
KEGG pathway analysis of co-expressed DEGs and DEPs under HT, DR, and DH stresses.

### Cross-validation of transcriptomic and proteomic data

Transcriptomic and proteomic analysis was conducted using RNA-seq and DIA, allowing cross-validation between the two sets of data. 

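Among the 47 genes of the paper's Table S7 for HT, 11 were above CK and 36 below it in FPKM, the same side as their protein in 47 of 47, as the paper chose them for. Over all tested genes (limma), 34 of the 47 could be tested and 9 were called, with the chaperones HSP70 and HSP70-5 and the dioxygenase HPD among the raised ones; the count was 0 without CK2 or HT1, 1 without HT3 and 15 without CK1 or HT2, and 0 with no filter or with only the groups compared. Of the 36 below CK, 25 had their highest control value in CK replicate 3, and in 23 that library held over 80% of the summed CK value.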

A comparison of the significant DEGs and DEPs (FDR < 0.05, simultaneously) showed that 47 DEGs/DEPs were consistently expressed under HT stress, of which 11 were consistently up-regulated and 36 were down-regulated under HT stress. Similarly, there were 34 consistent DEGs/DEPs (18 up-regulated and 16 down-regulated) under DR stress and 72 consistent DEGs/DEPs (21 up-regulated and 51 down-regulated) under DH stress (**Table S7**). 

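The glyoxylate cycle enzyme ICL2 lies above CK in transcript and protein under DR and DH. In DR, the 34 genes of Table S7 (18 above and 16 below CK) had the same side in transcript and protein, for which the paper chose them, in 34 of 34, with 31 tested and 8 called by limma, and in DH the 72 genes (21 above, 51 below) in 72 of 72, with 63 tested and 14 called. Without 1 library the count under DR ranged from 5 (without CK2, DR2 or DR3) to 12 (without CK1) and that under DH from 2 (without DH1) to 25 (without CK1), and with no filter they were 4 and 2. The highest control value of the genes below CK lay in CK replicate 3 for 10 of 16 under DR and 33 of 51 under DH, and in CK replicate 1 for 6 and 18.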

The coverage of these DEGs/DEPs against total co-expressed DEGs and DEPs for HT, DR and DH were 2.70%, 2.29% and 4.04%, respectively. Scatter plots were used to illustrate the comparisons between the transcriptome and proteome in the different stress conditions (**Figure 10**) demonstrating DEGs and DEPs that showed consistency between the two data sets. 

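Each gene in Table S7, chosen for it by the paper, lies on the same side of CK in transcript and protein, with chaperones such as HSP70-5 on the raised side of both and flavonoid enzymes such as FL on the lowered side of both. The R-square of log2 fold changes was 0.6894 under HT (47 genes), 0.7543 under DR (34) and 0.7361 under DH (72), with the log2(FPKM + 1) difference for the transcript and the paper's protein ratio. Taking the log2 ratio of mean FPKM instead gave 0.7041, 0.7858 and 0.6878. Spearman's rho across genes, which are not independent replicates, was 0.63, 0.79 and 0.71.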

The R-square values for consistent DEGs and DEPs were 0.7041 for HT, 0.7858 for DR, and 0.6978 for DH. These findings indicate strong agreement between the two data sets. Furthermore, to verify the reproducibility and accuracy of the transcriptomic and proteomic data, eight co-expressed DEG and DEP genes were randomly selected for qPCR verification; these were G13246, G14317, G23318, G27744, G33304, G38888, G42670, and G26280. 

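Within one direction, the changes of the Table S7 genes in transcript and protein correlated less. Among those above CK, Pearson's r was -0.61 under HT, 0.32 under DR and 0.15 under DH, and among those below it 0.21, 0.1 and 0.21. These r used the log2(FPKM + 1) difference, which shrinks changes of genes with low FPKM. For BXL1 (G32809) under HT, with a protein log2 ratio of 3.9, it was 2.37, where the log2 ratio of mean FPKM was 12.75. With that ratio r within a direction was not computed, so the sign of r under HT may rest on the measure. Shuffling the protein values within each direction, 10000 times, gave a mean R-square of 0.676, 0.685 and 0.685 (permutation p = 0.3647, 0.0939 and 0.0886, one-sided) with the log2(FPKM + 1) difference; with the ratio of mean FPKM the permutation p was 0.1239, 0.0176 and 0.1665, the value under DR lying above the shuffled range of 0.58 to 0.779.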

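Of these 8 genes, the transcripts of the chaperone HSP70-5, the isocitrate lyase ICL2, the dioxygenase HPD and the malate synthase MLS were raised under HT, ICL2 and MLS under DR, and ICL2, MLS and HPD under DH. PHOS34 (G33304) had log2 fold changes of 1.69, 2.77 and 2.48, XYLA (G27744), a xylose isomerase, 0.4, 2.2 and 1.59, and CHLH (G26280), a subunit of the chelatase of chlorophyll synthesis, was below CK under HT and DH; none of these passed. Over all tested genes 4, 2 and 3 of the 8 were raised (limma), and 5, 5 and 5 adjusted over the list alone (adjusted p = 0.1, 0.035 and 0.052 with an estimated correlation), a list chosen by the study and so not independent evidence. The count under HT was 0 without CK2 or HT1, 1 without HT3, and 2 without CK3, DR1, DR2, DR3 or DH3, that under DR 1 without CK3 or DR1, and that under DH 1 without DH1 or DH3.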

The results showed that the co-expressed DEG and DEP genes from the transcriptomic and DIA data have similar expression profiles under the different stress conditions (**Figure S3**).

**Figure 10:**
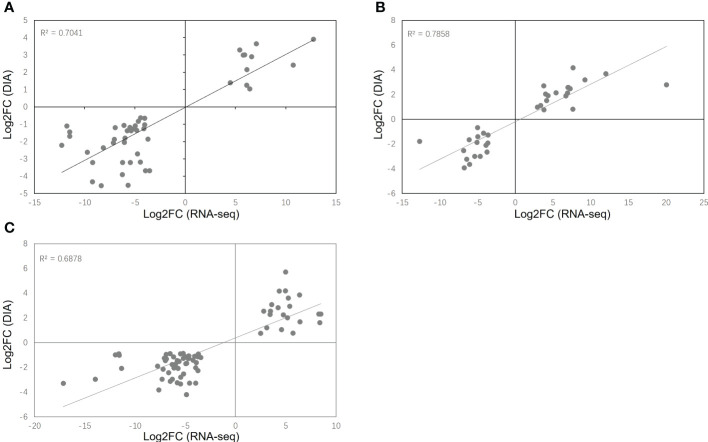
Scatter plots of co-expressed DEGs and DEPs (FDR < 0.05, simultaneously) in the transcriptome and proteome under HT **(A)**, DR **(B)**, and DH **(C)** stresses.

## Discussion

Here, genes involved in the responses to HT, DR, and DH stresses were identified by RNA-seq and DIA proteomic analyses. Many of these genes were significantly (**Table S7**) associated with the biosynthesis of secondary metabolites, endoplasmic reticulum processing of proteins, glyoxylate cycle, and starch and cellulose metabolism (**Figure 11**), amongst other processes. This appears to be the first investigation into the molecular effects of abiotic stresses in the sweetpotato using both transcriptomic and proteomic approaches.

**Figure 11:**
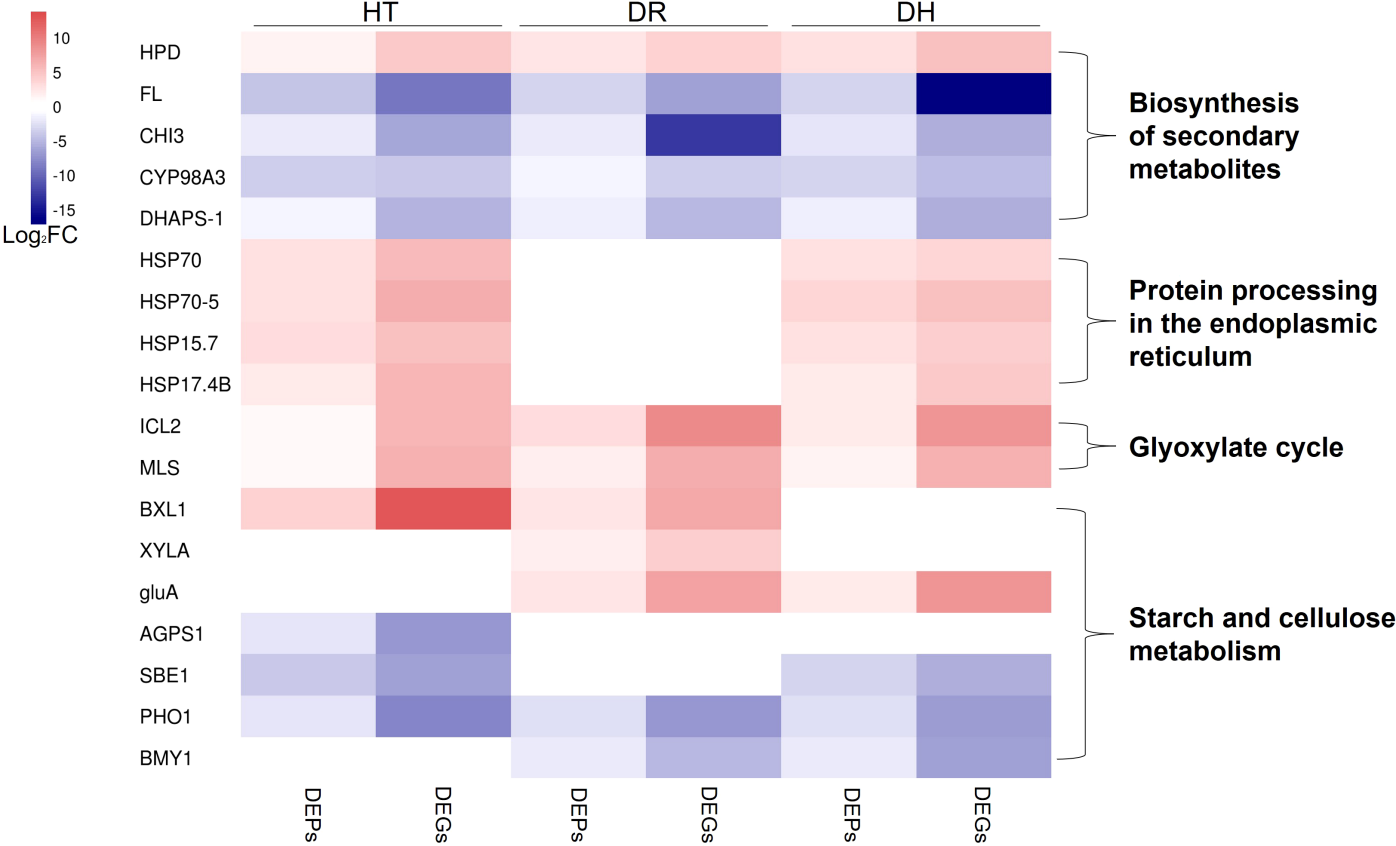
Heatmap of the fold change of DEGs/DEPs (FDR <0.05, simultaneously) in processes of biosynthesis of secondary metabolites, endoplasmic reticulum processing of proteins, glyoxylate cycle, and starch and cellulose metabolism under HT, DR, and DH stresses. The color scale ranges from navy (downregulated DEGs/DEPs), white (no DEGs/DEPs) to firebrick (upregulated DEGs/DEPs). HT, heat stress; DR, drought stress; DH, drought and heat stresses.

### Biosynthesis of secondary metabolites

Plant secondary metabolites (PSM) are key to plant survival under biotic or abiotic stress conditions (Wink, 2016). Most PSMs consist of phenolic acids, flavonoids, terpenoids, steroids, and alkaloids, all of which have been implicated in regulating plant defense mechanisms (Bourgaud et al., 2001). The present study found several types of PSM-associated genes specifically expressed in the HT, DR, and DH groups. One of these was 4-hydroxyphenylpyruvate dioxygenase (HPD) which catalyzed a key step in tocopherol biosynthesis (Dreesen et al., 2018) and was found to be up-regulated in groups of HT, DR, and DH. α-Tocopherol is known to be closely connected to the activity of vitamin E which scavenges ROS and protects the integrity of membranes (Ren et al., 2011). 

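HPD (G38888), which makes homogentisate from the tyrosine product hydroxyphenylpyruvate, had a mean FPKM of 19.6 ± 1.27 (SD, n = 3) in CK, 440 ± 392 under HT, 269 ± 101 under DR and 821 ± 835 under DH, with each stressed library above each CK library. It rose with a log2 fold change of 4.06 under HT (SE 1.02, adjusted p = 0.05, below the threshold before rounding, limma) and 4.67 under DH (adjusted p = 0.017), and had 3.63 under DR (adjusted p = 0.11). The difference of DH from HT was 0.62 (adjusted p = 0.85) and from DR 1.04 (adjusted p = 1). HGO, which breaks homogentisate down, had 1.91, 3.26 and 1.97 and passed under none of the 3. Of the pair, 1, 0 and 1 genes were raised over all tested genes, and 1, 2 and 1 adjusted over the list alone (not independent evidence). HPD did not pass under HT without CK2 (4.04), CK3 (4.03), HT1 (3.37), HT3 (4.26), or any DR library or DH3 (4.06 each), nor under DH without CK2 (4.65), DH1 (3.8) or DH3 (4.62).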

Recently, Kim et al. (2021) found that sweetpotato plants overexpressed with *HPD* enhanced tolerance to various abiotic stresses including DR and elevated in α-tocopherol content compared with non-overexpressed plants. Nevertheless, several genes associated with flavonoid biosynthesis were observed to be down-regulated under all three stress conditions, these included FL (G11743), CHI3 (G29792), CYP98A3 (G25739), and DHAPS-1 (G6925). It has been found that raised temperatures led to reduced flavonoid contents in the bark of the Norway spruce (*Picea abies*) (Virjamo et al., 2014), and the flavonoid content of the bark chlorenchyma was observed to decrease significantly under drought stress, despite rehydration of seedlings. 

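These genes spread widely between the CK libraries, and their means were lower in the stressed groups. FL and CHI3 lay at an FPKM near 0 in most stressed libraries, though FL in DR replicate 1 (4.35) lay above CK replicate 3 (1.02). FL (G11743) was listed at an FPKM of 403, 22.8 and 1.02 in CK replicates 1 to 3, 0.15, 0.37 and 0.19 under HT, 4.35, 0 and 0.57 under DR and 0 in each DH library (adjusted p = 0.075, 0.22 and 0.041, limma). DHAPS-1 (G6925), the entry enzyme of the shikimate pathway that supplies phenylalanine, was at 19.7, 86 and 427 in CK and fell with a log2 fold change of -4.46 under HT (adjusted p = 0.038) and -4.56 under DH (adjusted p = 0.024), with -3.9 under DR (adjusted p = 0.087). CYP98A3 (G25739), a hydroxylase on the way to lignin, was at 532, 46.6 and 54.1 in CK, with -3.07, -3.06 and -3.88 (adjusted p = 0.19, 0.3 and 0.067), and CHI3 (G29792), a chalcone isomerase, at 1.47, 1.6 and 16.7 (adjusted p = 0.1, 0.1 and 0.094). FL was called under DH with all libraries and without CK3 or HT2, and missed the threshold without CK1 (adjusted p = 0.071), CK2 (0.081), HT1 (0.085), HT3 (0.053), DR1 (0.053), DR2 (0.051), DR3 (0.055), DH1 (0.17), DH2 (0.099) or DH3 (0.12). DHAPS-1 did not pass under HT without CK2 (-4.5), CK3 (-3.35), HT1 (-4.52), HT3 (-3.73), DR3 or DH3 (-4.46 each), nor under DH without CK2 (-4.59), CK3 (-3.44), DH1 (-4.26), DH2 (-4.48) or DH3 (-4.93).

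**Figure D2:**
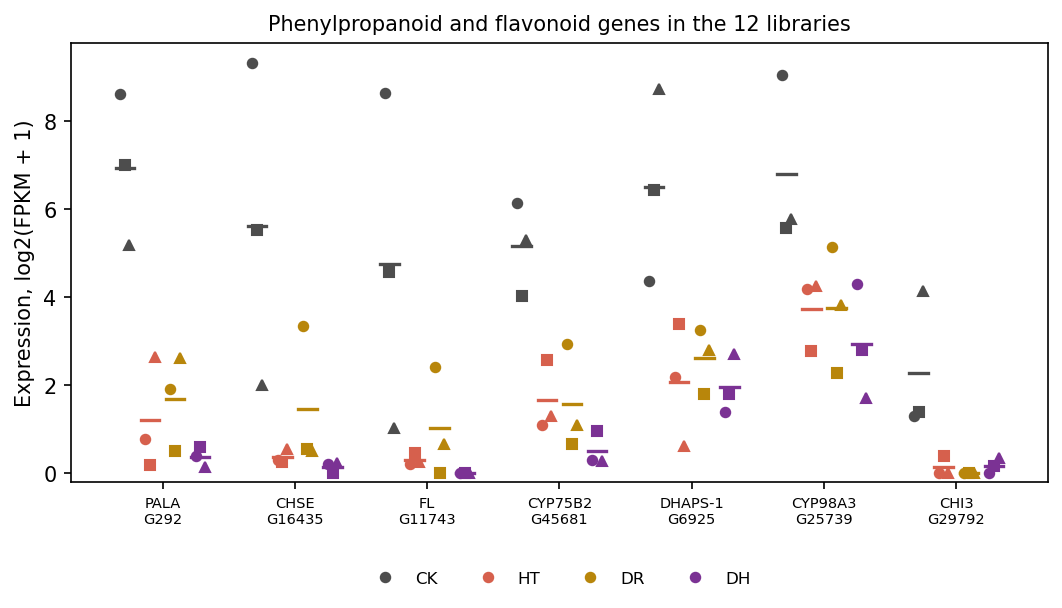
Expression of phenylpropanoid and flavonoid genes, log2(FPKM + 1), in the 12 libraries; circles, squares and triangles are replicates 1, 2 and 3, and lines are group means.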

(Zhang et al., 2016).

### Protein processing in the endoplasmic reticulum

We also observed several co-expressed DEGs and DEPs that are associated with the processing of proteins in the endoplasmic reticulum under both HT and DH stress conditions. These genes belonged to the HSP family and included HSP70 (G9639), HSP70-5 (G13246), HSP15.7 (G27775), and HSP17.4B (G39305). 

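These 4 chaperones rose under HT, and under DH each lay between CK and HT without passing. HSP70-5 had a mean FPKM of 94.6 ± 62.8 (SD, n = 3) under HT against 0.973 ± 0.651 in CK, a log2 fold change of 5.28 (SE 1.03, adjusted p = 0.015, limma), with 3.58 under DH (adjusted p = 0.082) and 2.08 under DR (adjusted p = 0.72). HSP70 had 36 ± 15.8 under HT against 0.663 ± 0.587, a log2 fold change of 4.42 (adjusted p = 0.02), with 2.38 under DH (adjusted p = 0.24). The small chaperones HSP15.7 and HSP17.4B rose with 4.7 (adjusted p = 0.045) and 4.68 (adjusted p = 0.04) under HT and had 3.57 (adjusted p = 0.13) and 3.25 (adjusted p = 0.17) under DH. None of the 4 passed between DH and HT (log2 differences -1.7, -2.04, -1.13 and -1.43, adjusted p = 0.76 to 0.78). The HT calls ended for HSP70-5 without CK2 (5.03), HT1 (4.87) or HT3 (4.85), for HSP70 without CK2 (4.2), HT1 (4.23) or HT3 (4.17), for HSP15.7 without CK2 (4.36), CK3 (4.62), HT1 (4.79), HT3 (3.78), DR3 or DH3 (4.7 each), and for HSP17.4B without CK2 (4.62), CK3 (4.27), HT1 (4.76), HT3 (3.76), DR3 or DH3 (4.68 each).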

HSPs are chaperones that are involved in protein folding and unfolding, both in normal conditions and in response to elevated temperatures (Guo et al., 2014). HSP70 is the most conserved member of the family, in terms of both structure and function (Usman et al., 2015). Lee et al. (2009) observed that HSP70 expression and the development of thermotolerance were significantly associated. HSP70 has also been implicated in thermotolerance in *Oryza sativa* (Sarkar et al., 2013), while HSP70 expression in temperature-tolerant pepper genotypes was found to be higher than in temperature-sensitive varieties, confirming its role in protecting the plant against heat stress (Usman et al., 2017). Here, HSPs in sweetpotato were expressed at higher levels under HT and DH stresses, consistent with the reports on other species.

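Of 14 measured chaperones and heat stress factors, 8 were raised under HT, 3 under DR and 3 under DH over all tested genes (limma). The 3 under DR are HSP21 and both copies of SHSP-2, for which DR replicate 2 gives no value, so these calls rest on DR replicates 1 and 3. As a group the 8 listed in all 12 libraries, which leave out HSP21 and SHSP-2, did not pass (adjusted p = 0.072, 0.26 and 0.069 with an estimated correlation). The higher count under HT than under DH was gone under other scalings: upper-quartile scaling gave 9, 3 and 10, scaling without the 10 most abundant genes 10, 4 and 10, and median-of-ratios scaling 9, 3 and 9. Besides the 4 above, HSP17.4B (MSTRG.37536) rose with a log2 fold change of 5.79 (SE 1.01, adjusted p = 0.0068) under HT and 4.24 (adjusted p = 0.033) under DH and had 4.07 (adjusted p = 0.11) under DR, and HSP21 rose with 7.43 (adjusted p = 0.0017) under DH and 7.1 (adjusted p = 0.0053) under DR. The coactivator MBF1C had 3.65 (adjusted p = 0.072, limma) under HT and 3.67 (adjusted p = 0.056) under DH. It is called raised by 5 alternatives under HT and 12 under DH, among them quantile scaling, a replicate block and array weights under both. HSP90 (G17562), a chaperone of signaling proteins, had log2 fold changes of -2.03, -1.77 and -2.13 under HT, DR and DH. Its FPKM were 0.73, 2.81 and 27.9 in CK replicates 1 to 3, so most of this difference may come from CK replicate 3. Its values under HT and DR overlapped those in CK. Adjusted over the list alone, 11, 4 and 12 genes were raised, and HSP90 was lowered under HT and DH; the list was chosen by the study and is not independent evidence. The median log2 difference over the 14 was 0.74 for DH against DR and 1.85 for HT against DR, with adjusted p = 0.26 and 0.37 with an estimated correlation over those 8. The HT count was 1 without CK2 or HT1, 2 without HT3, 4 without CK3 and 5 without DR3, that of DH 1 without CK2, DH1 or DH3 and 6 without HT3 or DH2. HSP17.4B did not pass under HT without CK2 (5.5) or HT1 (5.26), nor under DH without CK2 (3.95), CK3 (3.8), DR3 (4.24), DH1 (3.37) or DH3 (4.55), and HSP21 did not pass under DR without DR3 (5.83).

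**Figure D3:**
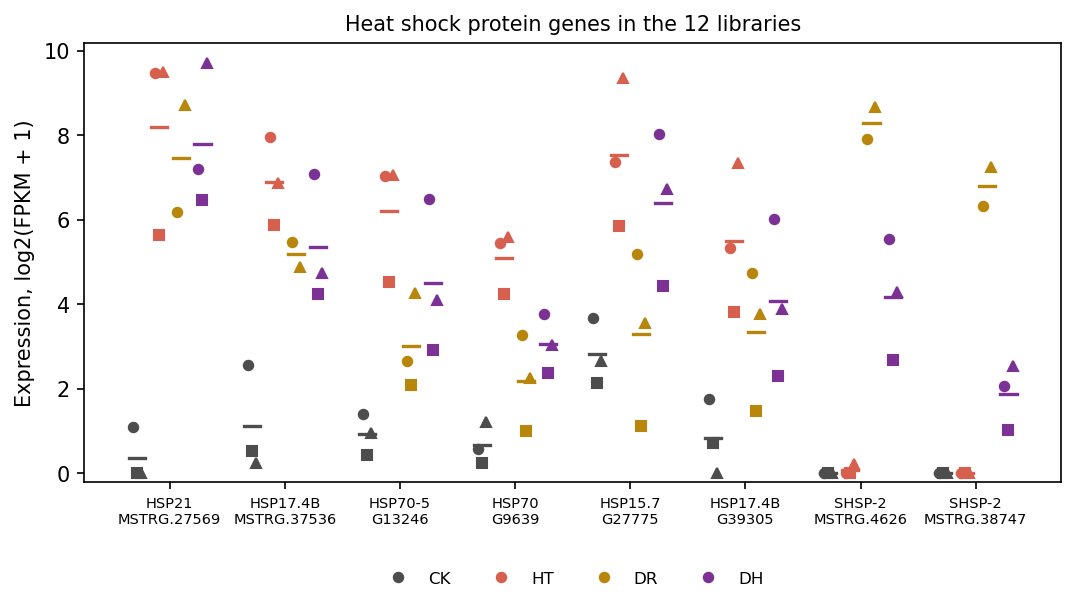
Expression of heat shock protein genes, log2(FPKM + 1), in the 12 libraries; circles, squares and triangles are replicates 1, 2 and 3, and lines are group means.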

### Glyoxylate cycle

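ICL2 (G23318), which splits isocitrate into glyoxylate and succinate, was listed at an FPKM of 6, 0.43 and 0 in CK, 155, 7.21 and 281 under HT, 403, 97.9 and 307 under DR and 1400, 76.6 and 686 under DH. It rose with a log2 fold change of 5.05 under HT (SE 1.25, adjusted p = 0.049, limma), 6.74 under DR (adjusted p = 0.0065) and 7.61 under DH (adjusted p = 0.0025). MLS (G42670), which joins glyoxylate and acetyl-CoA to malate, rose with 5.52 (adjusted p = 0.02), 6.73 (adjusted p = 0.0031) and 5.74 (adjusted p = 0.0084). A 2nd copy of ICL2, G23306, had 0.72, 3.12 (adjusted p = 0.17) and 2.19 and did not pass. ICL2 did not pass under HT without CK2 (4.75), CK3 (4.49), HT1 (4.48), HT3 (4.05), DR1, DR2, DR3 or DH3 (5.05 each), nor under DR without CK3 (6.19) or DR1 (6.34). MLS did not pass under HT without CK2 (5.43) or HT1 (4.4), nor under DH without DH1 (5.01) or DH3 (5.25).

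**Figure D4:**
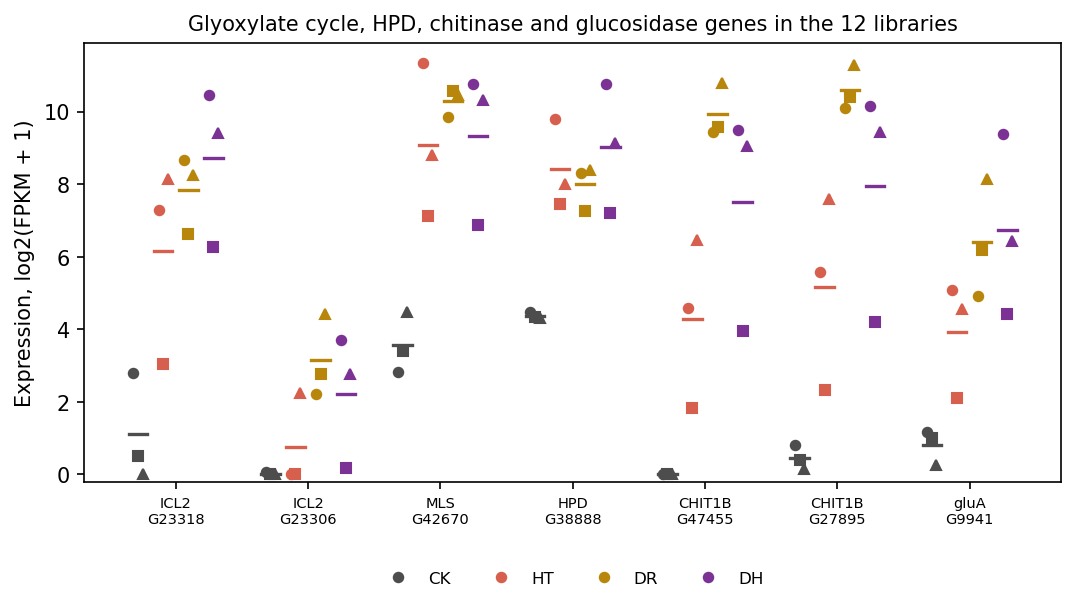
Expression of glyoxylate cycle genes, HPD, the chitinase CHIT1B and the beta-glucosidase gluA, log2(FPKM + 1), in the 12 libraries; circles, squares and triangles are replicates 1, 2 and 3, and lines are group means.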

Two enzymes characteristic of the glyoxylate cycle, namely, isocitrate lyase (ICL) and malate synthase (MS), were found to be induced under all three stress conditions. This suggests that the abiotic stresses activated the glyoxylate cycle to promote the activation of stress-associated proteins in response to adverse environmental conditions. Both ICL and MS have been reported to be induced in the cell senescence (Nishimura and De Bellis, 1991); plant senescence is known to be an important strategy for ensuring species survival under abiotic stress conditions (Gepstein and Glick, 2013). It has also been reported that ICL is involved in tolerance to salt stress, finding that, in rice, the *OsICL* transcript level was increased under salt stress (Yuenyong et al., 2019), whereas ICL activity was decreased in *Pinus pinea* seeds under salt stress (Sidari et al., 2008).

### Starch and cellulose metabolism

We observed that HT, DR, and DH stresses affected the starch synthesis pathway, leading to the down-regulation of G24701 (ADP-glucose pyrophosphorylase beta subunit IbAGPb1A), G35317 (starch branching enzyme I), and G6471 (starch phosphorylase) under HT stress. In addition, the expression and translation levels of G6471 and G48653 (beta-amylase) decreased under DR stress, and both mRNA and protein levels of G6471, G35317, and G48653 were markedly lower in comparison with those of the control under DH stress. These results suggested that starch synthesis may be inhibited under these abiotic stress conditions. 

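AGPS1 (G24701), a subunit of the enzyme that commits glucose to starch, was listed at an FPKM of 7.12, 38 and 791 in CK replicates 1 to 3 and had a log2 fold change of -4.59 under HT (adjusted p = 0.083, limma), -2.54 under DR and -3.61 under DH. The starch phosphorylase PHO1 (G6471) was at 1.54, 7.36 and 187 in CK, with -3.7 under HT (adjusted p = 0.094). The branching enzyme gene SBE1 (G35317) was at 0.21, 1.04 and 19.3 in CK and between 0 and 0.47 in each stressed library, and too low in the other libraries to be tested. CK replicate 3 held the highest value of each of 8 starch genes (8 of 8), at a median FPKM of 15.3 against 0.18 and 0.88 in CK replicates 1 and 2, and without it the median log2 fold change of the 8 under DH went from -1.5 to -0.43, and that of the 3 with enough FPKM to be tested from -3.61 to -1.78.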

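Of 8 starch genes, 3 had enough FPKM to be tested, and BMY1 (G48653), a beta-amylase that releases maltose from starch, was the 1 called: it was at 24.8, 56.5 and 753 in CK and fell with a log2 fold change of -4.98 under DH (adjusted p = 0.044, limma), with -4.86 under HT (adjusted p = 0.063) and -4.46 under DR (adjusted p = 0.12). PHO1 had -3.4 under both DR (adjusted p = 0.19) and DH (adjusted p = 0.11). Over all tested genes, 0, 0 and 1 of the 3 were lowered under HT, DR and DH, and 3, 2 and 3 adjusted over the list alone (adjusted p = 0.059, 0.059 and 0.088 with an estimated correlation), on a list chosen by the study, which is not independent evidence. BMY1 did not pass without CK2 (-5.4), CK3 (-3.55), HT1, HT3, DR2 or DR3 (-4.98 each), DH1 (-4.19), DH2 (-5.04) or DH3 (-5.69). Without CK1, 3, 2 and 3 of the starch genes were lowered, and without HT2, 2, 1 and 1; upper-quartile scaling gave 3, 0 and 1, and median-of-ratios scaling 2, 0 and 0.

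**Figure D5:**
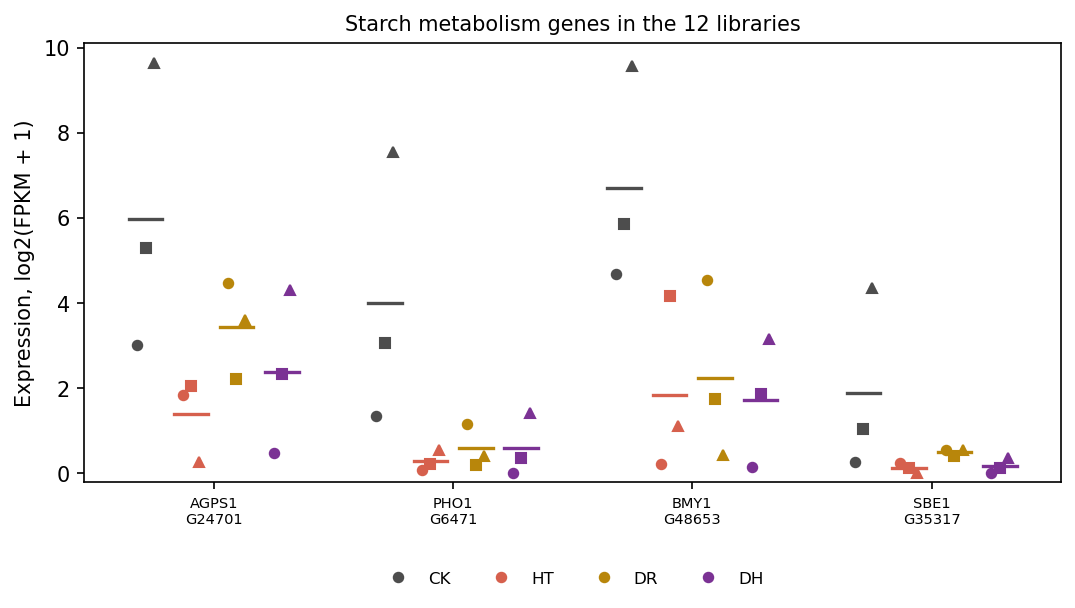
Expression of starch metabolism genes, log2(FPKM + 1), in the 12 libraries; circles, squares and triangles are replicates 1, 2 and 3, and lines are group means.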

Starch synthesis has been found to be reduced under conditions of both temperature and water stress, attributed to the closure of stomata and reduced photosynthetic rates (Zrenner and Stitt, 1991; Thitisaksakul et al., 2012). 

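The beta-glucosidase BoGH3B (G9941, gluA), which releases glucose from the ends of glucan chains, rose with a log2 fold change of 5.6 under DR (SE 1.15, adjusted p = 0.017, limma) and 5.93 under DH (adjusted p = 0.0074) and had 3.1 under HT (adjusted p = 0.21). DH exceeded HT by 2.83 (adjusted p = 0.76) and DR by 0.33 (adjusted p = 1). The beta-xylosidase BXL1 (G14317), which trims xylan, was listed at an FPKM of 0.07, 0 and 0 in CK and 28.3, 0 and 90.9 under HT, with log2 fold changes of 3.77 under HT (adjusted p = 0.11), 1.78 under DR and 0.74 under DH. The xylose isomerase XYLA (G27744), which turns xylose into xylulose, did not pass under any stress. BoGH3B did not pass under DR without CK2 (5.7), CK3 (5.33), DR2 (5.72) or DR3 (4.74), nor under DH without DH1 (4.62).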

We also observed that the levels of cellulose degradation-related gene expression increased significantly under HT, DR, or DH stress; these genes included G14317 (PREDICTED: beta-D-xylosidase 1), G27744 (PREDICTED: xylose isomerase), and G9941 (PREDICTED: beta-glucosidase BoGH3B). These genes encode enzymes, and the consequent increase in enzyme activity may be the result of cellulose decomposition by the plant to provide additional carbon sources for the synthesis of secondary metabolites allowing the plant to resist environmental stressors such as HT, DR, and DH. Thus, abiotic stressors can induce the reallocation of carbon for the synthesis of protective molecules involved in osmotic adjustment, protein stabilization, and stress response, among other processes (Zanella et al., 2016; Ribeiro et al., 2022).

### Correlation analysis of co-expressed DEG and DEP genes under HT, DR, and DH stresses

This is the first study investigating the expression of key genes and metabolic pathways responsible for the sweetpotato response to HT, DR, and DH stresses that has used a combination of transcriptomic and proteomic data. The results of the expression patterns and functions of the co-expressed DEGs and DEPs, together with the above discussion, showed that there are various genes associated with the sweetpotato response to HT, DR, and DH stress conditions. These genes included the tocopherol biosynthesis gene *HPD* and *ICL* gene involved in the glyoxylate cycle under all stresses, *HSP* family genes responding to HT and DH stresses as well as the cellulose degradation gene *BoGH3B* under DR and DH stresses. 

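LOX2.1 (G9582), a lipoxygenase on the way to jasmonate, had log2 fold changes of 1.25 under HT, 3.54 under DR (adjusted p = 0.15, limma) and 2.51 under DH (adjusted p = 0.32), with FPKM of 5.45, 7.27 and 46.3 under DR and 12, 0.35 and 15.8 under DH. At3g21360 (G39574), a dioxygenase-like protein, had 1.52, 1.47 and 2.42 (adjusted p = 0.32 under DH), with 106, 8.36 and 21.2 under DH. Over all tested genes 0 of the pair were called under any stress, and 0, 1 and 2 were raised under HT, DR and DH adjusted over the list alone (not independent evidence). LOX2.1 differed by -1.03 between DH and DR (adjusted p = 1) and At3g21360 by 0.9 between DH and HT (adjusted p = 0.79).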

Analysis with Venn diagrams (**Figure 1B**, **Figure 6B**) indicated that some of these genes were only up-regulated under DH stress, including *G9582* (PREDICTED: linoleate 13S-lipoxygenase 2-1, *LOX2.1*) and *G39574* (PREDICTED: clavaminate synthase-like protein, *At3g21360*). Of these, *LOX2.1* is a key gene in the jasmonic acid synthetic pathway that is known to be involved in plant resistance to biological stress conditions (Glauser et al., 2009; Davis et al., 2018). At3g21360 catalyzes amino acids to form hydroxylated amino acids, while hydroxyphenylglycine, (2S, 3R)-3-hydroxyleucine and (2S, 3R)-3-hydroxyphenylalanine are classified as plant defensins (Choroba et al., 2000; Hibi et al., 2015). Both *LOX2.1* and *At3g21360* belong to the subset of plant genes known to be involved in the resistance to biological stress; here, their expression levels were only found to be significantly raised under conditions of DH stress. It is documented that abiotic stress can adversely affect cell viability, which, in turn, influences the expression of defense genes in plants (Zarattini et al., 2021). A number of genes were found to be specifically down-regulated under DH stress, including the growth-related gene *G294* (PREDICTED: adenosine kinase 2-like, *ADK2*), which is involved in the interconversion of cytokinin metabolism. 

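The adenosine kinase gene ADK2 (G294) was low in all libraries but 1, with an FPKM of 0.43, 0.4 and 9.26 in CK replicates 1 to 3, 0.37, 0 and 0.1 under HT, 0.27, 0.68 and 0.45 under DR and 0.08, 0 and 0 under DH. It lay under the filter on low FPKM; without the filter its log2 fold change was -1.26 under HT, -0.91 under DR and -1.42 under DH (adjusted p = 0.53 under DH, limma).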

Silencing of *ADK* has been found to lead to impairments in root growth, the appearance of small abnormally shaped leaves, and reduced apical dominance (Schoor et al., 2011). In addition, *G45403* (5-methyltetrahydropteroyltriglutamate–homocysteine methyltransferase, *MHMT*) was uniquely downregulated under DH stress. This gene is involved in gamma-aminobutyric acid (GABA) biosynthesis (Jiao and Gu, 2019), and its expression has been observed to be lowered under various abiotic stress conditions, including salt and heat stress and combinations of the two (Li et al., 2011).

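MHMT (G45403), which transfers a methyl group to homocysteine to make methionine, was listed at an FPKM of 0.22, 1.07 and 7.98 in CK, 0.74, 0 and 0 under HT, 0.3, 0.97 and 0.34 under DR and 0 in each DH library. It too lay under the filter on low FPKM, as 1 of 2 such genes of which 0 could be tested. Without the filter it had log2 fold changes of -1.23 under HT and -0.91 under DR. It lay lowest under DH, at 0 in each library, and did not pass there (adjusted p = 0.53, limma).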

The combined effects of heat and drought stresses are complex, and little is known of their consequences on sweetpotato. Small number of co-expressed DEG and DEP genes and low correlation between mRNA and protein levels in this study for DH were observed. The probable reason might be the low throughput of protein analysis compared to the high-throughput transcriptome analysis. Previous studies have confirmed that some cellular processes, such as posttranscriptional and translational regulation, and different half-lives for mRNAs and proteins, could inhibit correlation between the mRNA and protein levels (Varshavsky, 1996; Grolleau et al., 2002; Becker et al., 2018). It was found that sweetpotato plants exposed to DH stress not only expressed genes and proteins observed to have raised expression under high temperature or drought stress but also showed increased expression of specific genes and proteins associated with molecular regulation. Meanwhile, top 5 up-regulated co-expressed DEGs and DEPs (At5g58770, C24B11.05, Os04g0679100, BACOVA_02659 and HSP70-5) and down-regulated co-expressed DEGs and DEPs (AN3, PMT2, TUBB5, FL and CYP98A3) were identified under DH stress (**Table S7**). 

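At5g58770 (G154), a prenyltransferase-like gene, rose with a log2 fold change of 4.95 under DH (SE 1.29, adjusted p = 0.05, below the threshold before rounding, limma) and had 4.58 under DR (adjusted p = 0.11). Os04g0679100 (G3982) rose with 4.11 under HT (adjusted p = 0.036) and had 3.17 under DH (adjusted p = 0.087), and BACOVA_02659 (G9855) had 1.69 under DH (adjusted p = 0.53). On the lowered side, AN3, of anthocyanin synthesis, fell with -4.44 under DH (adjusted p = 0.04), and TUBB5, a beta-tubulin, had -2.86 (adjusted p = 0.19). AN3 did not pass without CK3 (-3.6), HT1 or DR3 (-4.44 each), DH1 (-3.75), DH2 (-4.52) or DH3 (-5.06). At5g58770 did not pass without CK2 (5.22), CK3 (3.73), HT1, DR1, DR2 or DR3 (4.95 each), DH1 (4.11) or DH3 (4.49), and Os04g0679100 did not pass under HT without CK2 (3.91), CK3 (3.96), HT1 (3.55), HT3 (4.35), DR3 or DH3 (4.11 each).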

The information provided by this study provides a valuable foundation for the influence of DH stress on DEGs/DEPs, which can benefit further research into the mechanism of DH stress tolerance in sweetpotato. This suggests the possibility of enhancing plant tolerance to different stresses through the manipulation of genes and proteins associated with protein stabilization, energy transport, and defense systems against abiotic stress conditions.

## Data availability statement

The transcriptome data are accessible through GEO Series accession number GSE216152 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216152).

## Author contributions

WT and QL conceived and designed the study; QL and ZL supervised the project; WT and MA performed the experiments and wrote the manuscript; QL and ZL revised the manuscript; ZZ, CL, and MK provided help with the experiments; HY, RG, WS, MM, YZ and XW collected and analyzed the data. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Comparative transcriptomic and proteomic analysis reveals common molecular factors responsive to heat and drought stresses in sweetpotaoto (Ipomoea batatas)
**Source:** Front Plant Sci. 2023 Jan 19;13:1081948. doi: 10.3389/fpls.2022.1081948
**Supplement:** Supplementary file 1

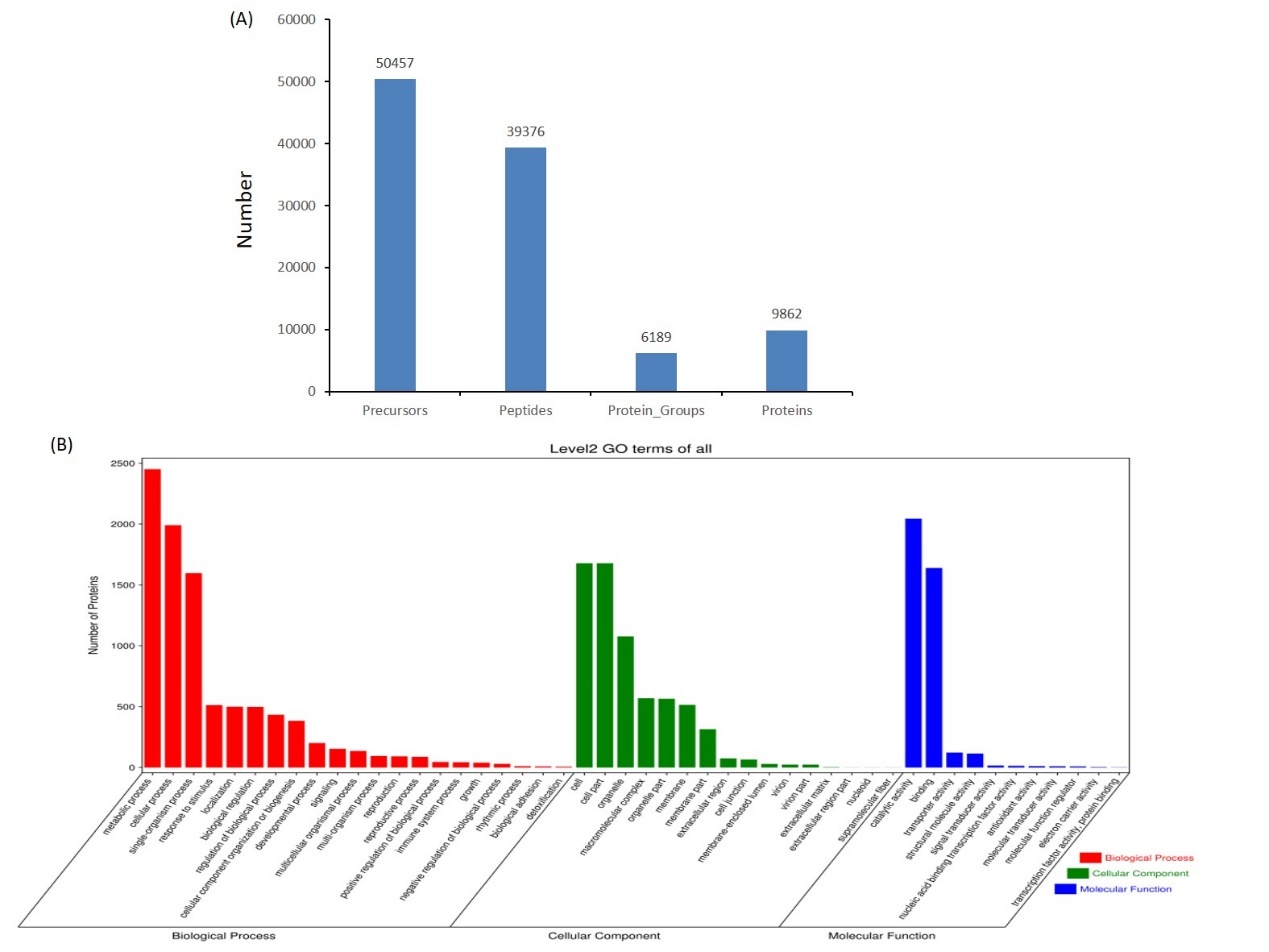

**Figure S1** Proteomic data analysis under HT, DR, and DH stresses. (A) Overview features of proteome sequencing. (B) GO annotation of the identified proteins.

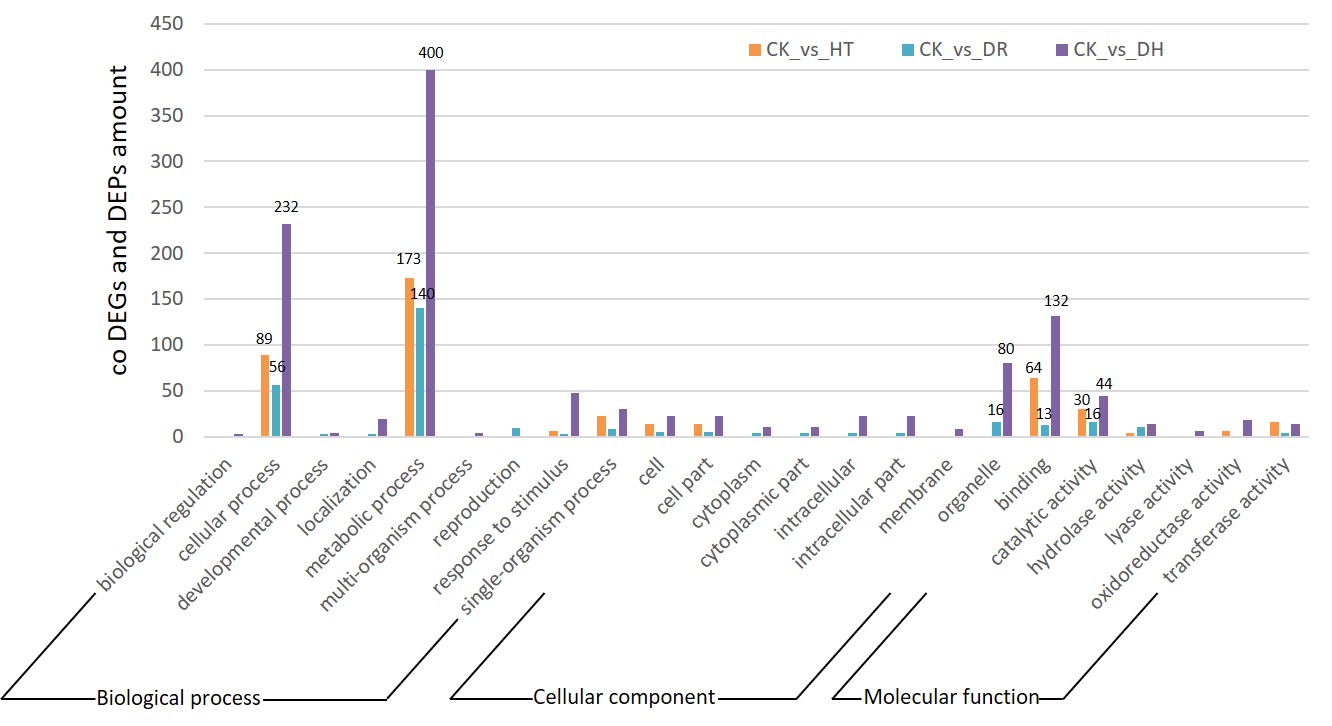

**Figure S2** Gene ontology (GO) classification of co DEGs and DEPs under HT, DR, and DH stresses. HT, heat; DR, drought; DH, drought and heat stresses.

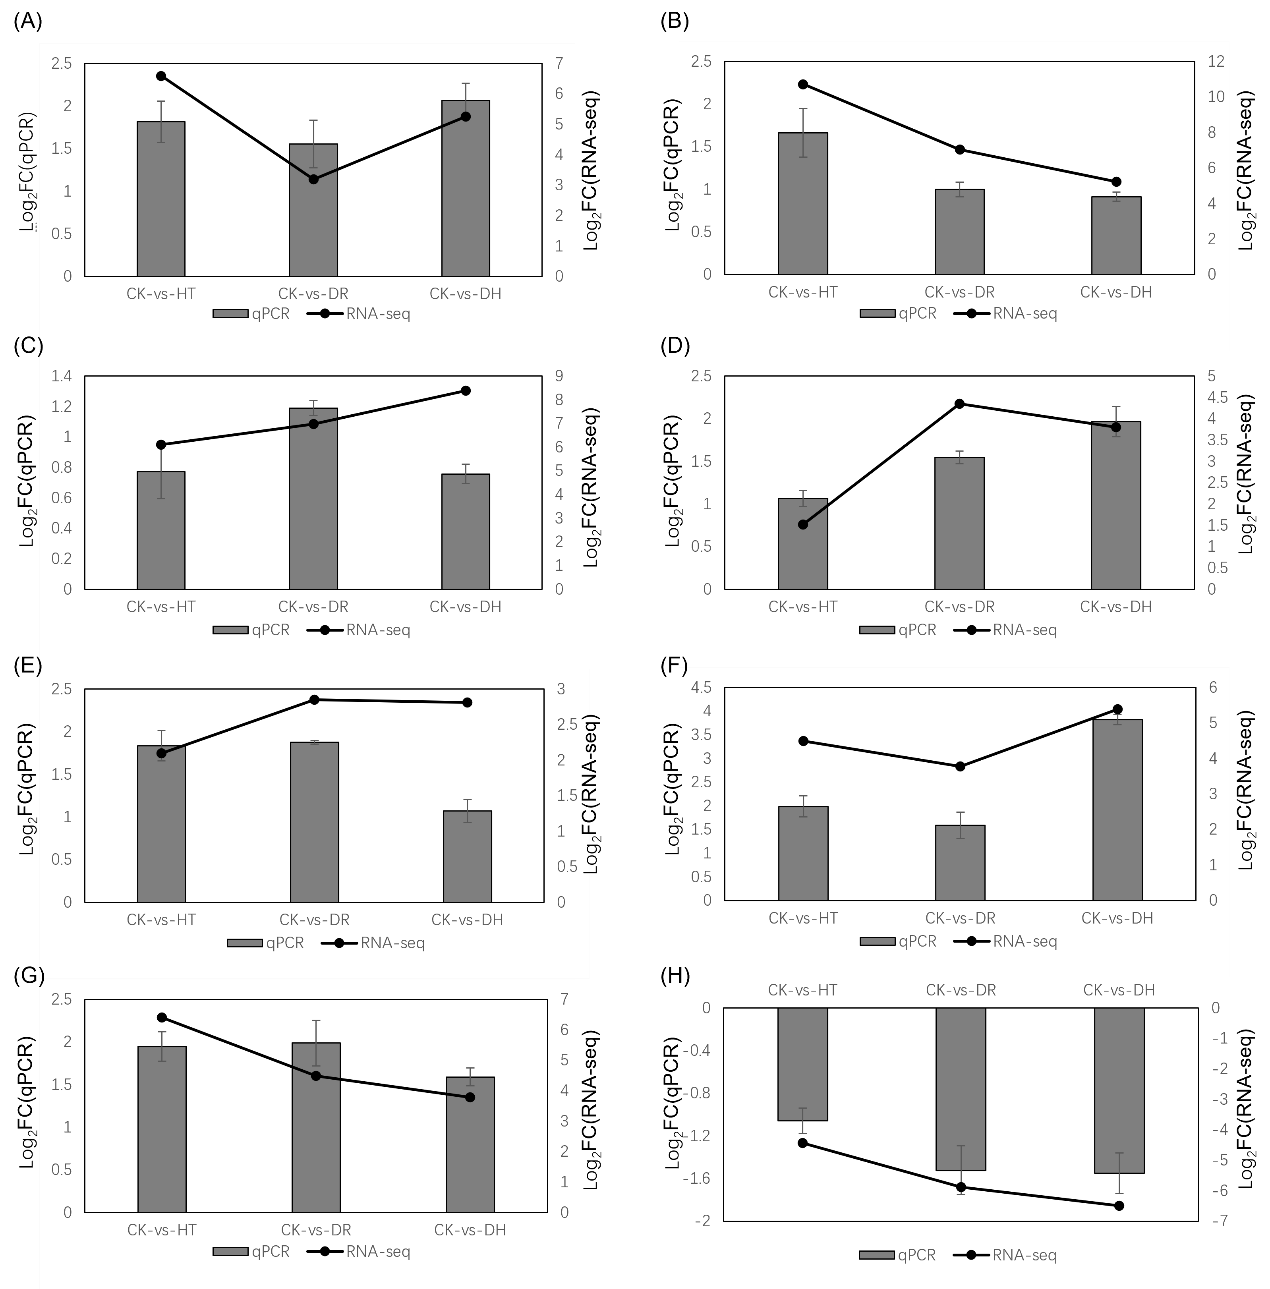

**Figure S3** qRT-PCR confirmation of RNA-seq results. Co-expressed DEG and DEP genes (G13246 (*Hsp70-5*), G14317 (*BXL1*), G23318 (*ICL*), G27744 (*XYLA*), G33304 (*PHOS34*), G38888 (*HPD*), G42670 (*MLS*), G26280 (*CHLH*)) expression levels and DEG values are shown at (A), (B), (C), (D), (E), (F), (G), and (H), respectively. Expression values determined by qRT-PCR are presented as columns and RNA-seq FC are presented as curves. Standard error bars are showed for the expression values determined by qRT-PCR. HT, heat; DR, drought; DH, drought and heat stresses.

How the deposited data were processed for this re-analysis (not part of the article)

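RNA of pooled leaves and storage roots was measured in 12 libraries, 3 each of control (CK), heat (HT), PEG drought (DR) and drought with heat (DH). The authors trimmed the reads (the labels name cutadapt 1.9), aligned them with HISAT2 (2.0.4), assembled transcripts with StringTie (1.3.4d) and deposited a table of FPKM for each library. The deposited FPKM already hold a correction for transcript length and for library size, and the authors' filter on low-quality and ribosomal reads came before them. The sums of FPKM lay between 1088868 and 1472561 per library. Whole read counts could not be recovered from the FPKM, so no count model was run; the authors name DESeq2 and edgeR for their own tests. The paper aligned the reads to the sweetpotato reference genome that it cites; no genome file was used here, and gene symbols come from the paper's Tables S4 and S7, which name 229 of the IDs used.

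The tables were checked for the number of genes listed and the sum of their FPKM, and group labels were taken from the sample titles. Differences were computed in R 4.3.3 with limma 3.58.1 (eBayes with trend, two-sided) on log2(FPKM + 1), with all 12 libraries in 1 fit and no other term. Genes with an FPKM of at least 1 in at least 3 libraries were tested, 12295 in number. For 1087 of these DR replicate 2 gives no value, and they were fitted on the other 11 libraries. Comparisons were HT, DR and DH with CK, DH with HT, DH with DR, and DH less HT less DR plus CK, the test of heat by drought; HT with DR was added after the values were seen. P-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called raised or lowered at an adjusted p under 0.05 and a log2 fold change beyond 1. The median prior degrees of freedom were 16.6. Correlations, overlaps and summaries were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

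Depth limits what a single FPKM can show: mapped reads numbered from 12040798 to 38616032 per library, and without counts the counting error of a gene cannot be given. Data for DH with CK were simulated over 11208 genes, each gene drawn on its own with its spread. Deviations that the genes of a library share were left out, so false calls may be more frequent in the real libraries. A log2 change of 2 was called in 0 of 200 genes and a change of 4 in 132 of 200, with 4 false calls. Overlaps and correlations between comparisons that share CK were set beside 100 simulated draws with no stress effect. In each draw the deviations of the 12 libraries from their group means were dealt at random over the 4 groups. The same group served as control in every comparison.

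Gene lists were taken from the paper's tables: heat shock proteins, the glyoxylate cycle, tocopherol synthesis, phenylpropanoids and flavonoids, GSTF11, starch, BAM1, wall hydrolases, chitinases, chlorophyll synthesis and breakdown, wall loosening, tubulins, aquaporins, raffinose, the genes the paper names for DH alone, and the genes of its qRT-PCR. The lists are named loosely: that of chlorophyll breakdown also holds CGLD27, that of chlorophyll synthesis CSP41A, and that of wall hydrolases XYLA. They were tested gene by gene, over all genes and adjusted over the list alone, and as sets by camera with an estimated correlation, over 36 set tests against CK; each set test took only the members listed in all 12 libraries (8 of 14 heat shock genes, 7 of 10 hydrolases, 5 of 7 genes of chlorophyll synthesis and 3 of 4 of raffinose), and those of DH with DR and HT with DR were adjusted over the 12 lists of each comparison, a choice made after the values were seen. Lists of leaf and root markers by gene description could not be applied, since the tables give no descriptions. Genes named in the text are those the paper names with an ID, those of Table 1 that Table S7 settles, up to 4 members of each list with the largest change under DH, and the 10 genes raised and lowered most in each comparison without overlap of the groups (a gene that DR replicate 2 does not list did not count as such in comparisons with DR), at most 2 of them unnamed; the paper's own tables had been seen when this rule was set. Protein values are the paper's, from Table S7.

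The fit, thresholds, lists and alternatives were set before the data were examined. Alternatives were a pseudocount of 0.1 or 0.01, no filter, a filter of 6 libraries or a mean FPKM of 5, rescaling of each library to the same sum, upper-quartile and quantile scaling, a fit of only the groups compared, the replicate number as a block, the share of mapped reads as a covariate, limma array weights, no threshold on the fold change, and each library left out in turn. After the values were seen, 4 more were added: scaling without the 10 most abundant genes, median-of-ratios scaling over 6414 genes, leaving out CK3, HT2 and DH2 together, and the log2 ratio of mean FPKM for the R-square. The proteome files were not analysed here.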

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

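The tests on sequencing run, CK replicate 3 as the sole source, leaf and root shares and scaling in this part were chosen only after the results were seen. The tests on other splits were set before. For an even background and for the split of HT and DH libraries, the prediction was written before its test was run. CK replicate 3 and that split, the one with the most genes, had however been picked from the results. The scaling used on that split was also added after the values were seen.

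Genes to which the paper's Tables S4 and S7 give no symbol stood among those raised most, far above their level in CK. G11031 rose with a log2 fold change of 6.44 under HT (adjusted p = 0.0015, limma), with FPKM of 205, 38.9 and 222 against 1.32, 0 and 0.21 in CK. G38875 rose with 6.24 under HT (adjusted p = 0.012; 6.09 without CK2 and 5.01 without HT1, where it did not pass). G42351 rose with 10.04 under DR (adjusted p = 0.00015), and G34013 with 9.79 under DR (adjusted p = 0.00015) and 7.33 under DH (adjusted p = 0.0041). G23302 rose with 7.59 under DH (adjusted p = 0.0017). Of these, the log2 ratios of mean FPKM of G38875 under DR and DH (8.22 and 8.33) and of G23302 under DH (9.06) equal those that the paper's Table 1 gives for MLS and ICL of the glyoxylate cycle, while under HT that of G38875 (7.61) is not the one that Table 1 gives for MLS.

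Genes raised or lowered under all 3 stresses, and heat shock genes under HT, share the comparison with CK. The lowest rate of unread bases in a stressed library was 3.4 times the highest in CK, so the control libraries may come from another sequencing run, which cannot be told apart from stress in a comparison with CK. HT against DR does not involve CK, and there the heat shock genes had a median log2 difference of 1.85 over 14 genes, with an unadjusted p = 0.065 with an estimated correlation (adjusted p = 0.37) over the 8 listed in all 12 libraries, which leaves a part of their change under HT open too. Heat itself, which HT and DH received and DR did not, stays an open biological explanation, as does the other growth chamber of the CK plants, which was not tested.

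Starch genes lay below CK under all 3 stresses. Their median log2 fold change under DH was -0.43 without CK replicate 3, and all 8 (8 of 8) were highest in that library, so a single control library is a candidate source of part of the difference. In 5 of the 8 the FPKM lie too low to be tested, where log2(FPKM + 1) shrinks a change, and the 3 tested kept medians of -2.76, -1.62 and -1.78 under HT, DR and DH without that library, where they had -4.59, -3.4 and -3.61 with it, which leaves the rest open. An even background of reads in CK replicate 3 is argued against by their median FPKM of 15.3 there, above the upper end, 2.26, of the central range of the genes seen in that library alone. More tuberous root and less leaf in that pool is a candidate: 6 of 7 genes listed under chlorophyll biosynthesis were lower there than the mean of CK replicates 1 and 2, with a median log2 difference of -0.7. CK replicate 1 was highest in each, however, so the difference may lie there. Against CK replicate 2 alone, CK replicate 3 was higher for CRD1 (G14909, FPKM 6.62 against 2.31) and CHLH (MSTRG.39941, 2.58 against 1.82). It was lower for the rest, such as CRD1 (G16412, 510 against 569). These genes were picked by the study, and no root marker list could be tested. A drop of starch synthesis under stress, which the paper proposes, stays open.

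More genes were lowered than raised under DH, and the HT and DH libraries split by more than their group. With the 10 most abundant genes left out of the scaling, 67.8% of the genes called under DH were raised, so a few genes taking most of the FPKM may turn this balance. HT1, HT3 and DH1 against HT2, DH2 and DH3 gave 239 genes, where HT against DH gave 0 (limma; 597 at an unadjusted p under 0.05), which points to a structure of the samples other than the stress; with those genes left out of the scaling the same split gave 67, so the same source may account for most of it and leaves a part open. The stress itself stays an open explanation of the direction under DH. That scaling called 229 genes raised and 109 lowered under DH, among them 71 of the 71 raised and 94 of the 119 lowered before, so most of the raised genes under it are new. It moved the median change of all tested genes under DH by 0.34, so the share turned with the scaling. The test does not show which scaling is right.

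With 3 libraries against 3, the samples make 10 splits, too few for a share under 0.05. The real split gave 128 genes for HT with CK and the highest other 1, 96 and 9 for DR with CK, 190 and 0 for DH with CK, 0 and 239 for DH with HT, and 5 and 0 for DH with DR; the number of splits with as many genes was 1, 1, 1, 10 and 1.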

How the results depend on the processing

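Scaling without the 10 most abundant genes, median-of-ratios scaling, leaving out CK3, HT2 and DH2 together, and the ratio of means for the R-square were chosen only after the results were seen; the other tests were planned. No fold change of a called named gene and no correlation reversed its direction in any setting, and of 267 values of named genes (99 called) the calls lost numbered 66 with no filter, 44 with only the groups compared, 50 without CK replicate 2 and 0 with array weights, which added 91. The cause of each change was not tested, except that no filter tests 40167 genes, and that a fit of only the groups compared or without a library has fewer samples. In data simulated with the spread of these libraries a log2 change of 2 was called in 0 of 200 genes; what depth limits was not tested, since the FPKM give no counts. Neither the paper nor the labels say that a replicate number marks a shared plant, day or batch, and the values leave a pairing open: 10 of 18 pairs of the same number correlated above 0.1, and 8 of 12 libraries correlated best with their own number, a hint from the data and not from the design. DESeq2 was not run for the same want of counts; a fit of only the groups compared gives no test of heat by drought, and no threshold on the fold change left every count the same.

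Below, counts are of genes raised, then lowered, and "alone" means called under DH and neither single stress.

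No filter: HT 5 and 6, DR 17 and 5, DH 12 and 23, all 3 stresses 2 and 3, alone 6 and 15, DH with DR 0, r between HT and DH 0.76. Only the groups compared: HT 7 and 4, DR 10 lowered, DH 56 lowered, DH with DR 3, all 3 stresses 3 and 2. FPKM of at least 1 in at least 6 libraries: DH with DR 0, all 3 lowered 14. Mean FPKM of at least 5: DH with DR 0, all 3 lowered 12.

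Replicate block: HT 283 and 138, DR 110 and 41, DH 142 and 214, all 3 stresses 37 and 34, alone 47 and 96. Share of mapped reads as a covariate: raised HT 43, DR 26, DH 124, all 3 stresses 8, alone 82, DH with DR 1, r between DR and DH 0.66. Array weights: HT 1094 and 232, DR 730 and 249, DH 995 and 1264, all 3 stresses 143 and 122, alone 410 and 925, DH with HT 1, DH with DR 731, heat by drought 478, r between HT and DR 0.55, between HT and DH 0.73; the weights ran from 0.24 (CK3) and 0.29 (HT3) to 4.63 (CK2) and 8.21 (DH3).

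Pseudocount 0.01: lowered HT 21, DR 4, all 3 stresses 36 and 1, DH with DR 0, heat by drought 5, r 0.52 (HT and DR), 0.73 (HT and DH) and 0.65 (DR and DH), R-square for DR 0.833. Pseudocount 0.1: DR lowered 13, DH raised 112, all 3 stresses 32 and 7, alone raised 35, DH with DR 0, heat by drought 2, r between DR and DH 0.72, R-square 0.741 for HT and 0.826 for DR. The R-square was 0.396, 0.619 and 0.505 for HT, DR and DH from Spearman's rho, and 0.786 for DR from the ratio of means.

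Upper-quartile scaling: HT lowered 172, DR 121 and 60, DH raised 203, alone raised 114, all 3 lowered 46, DH with HT 3, DH with DR 3. Quantile: HT lowered 119, DR 120 and 69, DH raised 190, all 3 stresses 26 and 44, alone 104 and 29, DH with HT 2, DH with DR 2. Median of ratios: HT lowered 149, DR lowered 59, DH 179 and 190, all 3 stresses 27 and 48, alone raised 99, DH with HT 2, DH with DR 2. The 10 most abundant genes left out of the scaling: HT raised 119, DR 112 and 40, DH raised 229, all 3 raised 34, alone 116 and 32, DH with HT 3, DH with DR 3. CK3, HT2 and DH2 left out together: HT raised 177, alone 40 and 34, DH with HT 1, DH with DR 2, heat by drought 3, r between HT and DH 0.69.

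Each library left out in turn: HT raised 6 to 321, lowered 9 to 110; DR 27 to 105 and 3 to 38; DH 18 to 111 and 36 to 191; DH with HT 0 to 55; DH with DR 0 to 14; heat by drought 0 to 50; all 3 stresses 3 to 36 and 3 to 35; alone 1 to 53 and 14 to 101; HT and DR 3 to 44 and 3 to 36; DR and DH 13 to 53 and 3 to 36; HT and DH 4 to 64 and 9 to 95; r 0.43 to 0.75 (HT and DR), 0.72 to 0.87 (HT and DH) and 0.61 to 0.84 (DR and DH); R-square 0.584 to 0.711 (HT), 0.701 to 0.766 (DR) and 0.608 to 0.761 (DH).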

Differences from the paper's values

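Every alternative named in this part was planned before the data were examined, except scaling without the 10 most abundant genes, median-of-ratios scaling and leaving out CK3, HT2 and DH2 together, which were chosen after seeing the values.

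At the paper's stated thresholds, the paper counts 162 genes raised and 374 lowered under HT, and the FPKM give 70 and 58. The paper counts 249 and 140 under DR (here 72 and 24) and 369 and 538 under DH (here 71 and 119). Of the settings planned before, leaving out CK replicate 1 gives 193 raised under HT, within 1.5 times the paper's count, and none of the planned ones does for the other 5 counts. Among those chosen after seeing the values, scaling without the 10 most abundant genes gives 119 raised under HT and leaving out CK3, HT2 and DH2 gives 177; of the 47 genes of the paper's Table S7 for HT, they call 11 and 13 and drop the rest, where 9 are called otherwise.

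For both HT and DR, the paper counts 72 raised and 89 lowered (here 19 and 22); array weights give 124 lowered, within 1.5 times, and no setting planned before does for the raised. For both DR and DH, the paper counts 156 and 119 (here 31 and 23), with no setting planned before within 1.5 times. For both HT and DH, the paper counts 106 and 226 (here 33 and 57); a replicate block gives 73 raised and array weights 222 lowered, and scaling without the 10 most abundant genes, chosen after seeing the values, gives 80 raised, calling 11 of 47 and 22 of 72 genes of Table S7 for HT and DH. For all 3 stresses, the paper counts 62 and 85 (here 16 and 22); array weights give 122 lowered, and no setting planned before comes within 1.5 times for the raised. For DH alone, the paper counts 169 and 278 (here 23 and 61); upper-quartile scaling gives 114 raised, as does scaling without the 10 most abundant genes with 116, chosen after seeing the values, which calls 22 of the 72 genes of Table S7 for DH; no setting planned before comes within 1.5 times for the lowered.

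In Fig. S3, read by eye, the RNA-seq log2 ratio of MLS (G42670) is about 4.5 under DR and about 3.8 under DH, and the log2 ratio of mean FPKM is 6.70 and 6.4, the values of the paper's Table S7. For CHLH (G26280) under DR it is about -5.9 in Fig. S3, read by eye, where the ratio of mean FPKM is 0.89. No alternative was run for these values.

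Fold changes match where the paper prints them. All 153 transcript values of Table S7 equal the log2 ratio of mean FPKM within 5e-05. In Table 1 the values match too, except under DR for genes that the table of DR replicate 2 does not list: the paper gives 8.889 for HSP21, 8.951 for EDL3 and 8.631 for aq_1250, and the mean of the other libraries gives 9.36, 9.23 and 9.11. The paper's R-square of 0.6978 for DH stands beside 0.688 from the ratio of means, the number printed in Fig. 10C.

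The paper calls HPD raised under all 3 stresses, with protein log2 ratios of 1.39, 2.71 and 2.94 under HT, DR and DH. Here its transcript is called under HT and DH. Under DR (3.63, adjusted p = 0.11, limma) it is called only with quantile scaling, array weights, scaling without the 10 most abundant genes or median-of-ratios scaling. The paper calls FL, CHI3, CYP98A3 and DHAPS-1 lowered under each stress. By transcript, FL is called here under DH, DHAPS-1 under HT and DH, and the other 2 under none. Array weights call FL under HT and DR, DHAPS-1 under DR, CYP98A3 under DH and CHI3 under DR and DH; upper-quartile scaling calls CHI3 under all 3, CYP98A3 and FL under HT and DH and DHAPS-1 under DR; median-of-ratios scaling calls CHI3 under all 3, CYP98A3 under DH and DHAPS-1 under DR. A replicate block calls FL under HT and CYP98A3 under HT and DH, quantile scaling CHI3 under DR and CYP98A3 under DH, rescaling of each library to the same sum FL under HT and CYP98A3 under DH, and a mean FPKM of at least 5 CYP98A3 under DH. Left out singly, CK replicate 1 leaves CHI3 called under all 3 and DHAPS-1 under DR, CK replicate 3 FL under HT and DR, and HT replicate 2 FL under HT and CYP98A3 under DH; CK3, HT2 and DH2 left out together leave FL called under HT and DR. No setting calls CYP98A3 under DR.

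The paper states that HSP70, HSP70-5, HSP15.7 and HSP17.4B (G39305) were higher under HT and DH, from transcript and protein together. Its protein log2 ratios for them under DH are 3.06, 3.6, 2.82 and 2.24. By transcript alone, all 4 are called here under HT and none under DH (2.38, 3.58, 3.57 and 3.25). Upper-quartile scaling, array weights and scaling without the 10 most abundant genes call all 4 under DH, quantile and median-of-ratios scaling all but HSP17.4B, the covariate all but HSP70, a replicate block HSP70-5 and HSP15.7, and a pseudocount of 0.1 HSP70-5.

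The paper states that AGPS1, SBE1 and PHO1 were lowered under HT, PHO1 and BMY1 under DR, and PHO1, SBE1 and BMY1 under DH, under DR and DH in protein too. Its protein log2 ratios are -2.36, -2.53 and -2.43 for PHO1 under HT, DR and DH, and -2.08 for AGPS1 under HT. They are -3.91 and -3.25 for SBE1 under HT and DH, and -1.88 and -1.77 for BMY1 under DR and DH. By transcript alone, BMY1 under DH is called here and SBE1 could not be tested. Under HT, upper-quartile scaling, a replicate block, array weights and leaving out CK replicate 1 call both AGPS1 and PHO1, median-of-ratios scaling and leaving out HT replicate 2 AGPS1, and the covariate PHO1. Array weights and leaving out CK replicate 1 call PHO1 and BMY1 under DR and PHO1 under DH, and leaving out HT replicate 2 calls BMY1 under DR.

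The paper states that BXL1 (G14317), XYLA and BoGH3B rose under HT, DR or DH. Its protein log2 ratios are 2.41 and 2.57 for BXL1 under HT and DR, and 1.9 for XYLA under DR. They are 2.47 and 2.3 for BoGH3B under DR and DH. By transcript, BoGH3B is called under DR and DH. BXL1 is called under HT only with array weights, without HT replicate 2 or without CK3, HT2 and DH2, and XYLA under DR and DH only with array weights. The paper calls LOX2.1 and At3g21360 raised under DH alone, from its overlaps of both transcripts and proteins. Its protein log2 ratios under DH are 0.77 and 1.2. By transcript alone, LOX2.1 has a higher log2 fold change under DR (3.54) than under DH (2.51). Array weights call LOX2.1 under DR and DH and At3g21360 under DH, a replicate block calls LOX2.1 under DR, and scaling without the 10 most abundant genes At3g21360 under DH. The paper calls ADK2 and MHMT lowered under DH, where their protein log2 ratios are -1.45 and -0.91. Both transcripts lay under the filters on low FPKM, so only the setting with no filter could call them, and it did not. Of the genes it ranks highest and lowest under DH, Os04g0679100, BACOVA_02659, TUBB5, HSP70-5 and CYP98A3 are not called here under DH. Array weights and leaving out CK replicate 1 call TUBB5, and Os04g0679100 is called with a pseudocount of 0.1 or 0.01, a mean FPKM of at least 5, upper-quartile, quantile or median-of-ratios scaling, a replicate block, array weights, or scaling without the 10 most abundant genes. No setting calls BACOVA_02659 under DH. Of all genes that Table S7 lists, 9 of 47 are called under HT, 8 of 34 under DR and 14 of 72 under DH, with array weights 21, 28 and 57, with no filter 0, 4 and 2, with only the groups compared 0, 6 and 5, and without CK replicate 2 0, 5 and 5.

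The paper states an opposite trend between DR and HT. The fold changes of the 2 correlate with r = 0.63, where shared controls alone gave a mean of 0.44 (-0.25 to 0.89) in simulated draws, so r does not speak to it. In opposite directions, 0 genes were called (limma). Shared controls pull both changes to the same sign, so this count does not speak to it either. The paper also places DH closer to HT. Here r is 0.81 with HT and 0.77 with DR, within the simulated ranges of shared controls too (-0.35 to 0.9 and -0.41 to 0.85). The covariance of DH with HT (1.42) lies above its simulated range (-0.18 to 1.1), and that of DH with DR (1.08) within its own (-0.2 to 1.2). These values go the paper's way, though the difference between the 2 covariances was not tested. The draws mixed the deviations of all 12 libraries, so they do not show what these CK libraries alone would add. The paper states that fewer genes were raised than lowered under HT in most GO categories; over all genes 54.7% of those called under HT were raised here, and 26.8% with upper-quartile scaling, 38.0% with quantile scaling, 42.0% with rescaling of each library to the same sum, 31.0% with median-of-ratios scaling, 58.0% with scaling without the 10 most abundant genes and 70.0% without CK3, HT2 and DH2, while array weights give 1094 raised and 232 lowered.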

Other observations

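The test in the last paragraph was chosen only after the result was seen, as were the genes of the paragraphs before it and HT with DR.

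Small heat shock proteins rose under HT beside those that the paper's text names. The copies of HSP17.5-M had log2 fold changes of 5.7 (MSTRG.30591, adjusted p = 0.036, limma) and 5.41 (MSTRG.30592, adjusted p = 0.038) under HT and 4.25 (adjusted p = 0.1) and 4.33 (adjusted p = 0.086) under DH, with FPKM of 39, 11.8 and 1070 for the former under HT. The heat stress factor HSF24 had 3.59 (adjusted p = 0.06, limma) under HT and is called there by 10 alternatives, among them both pseudocounts, upper-quartile and quantile scaling, a replicate block and array weights. SRC2 (MSTRG.43049), a C2-domain protein, rose with 5.15 (adjusted p = 0.034) under HT. These calls are lost for MSTRG.30591 without CK2 (5.37), CK3 (5.69), HT1 (6.21) or HT3 (3.84), for MSTRG.30592 without CK2 (5.34), CK3 (5.21), HT1 (5.9), HT3 (3.56) or DR3 (5.41), and for SRC2 without CK2 (5.4), CK3 (4.63), HT1 (4.07), HT3 (5.0) or DR3 (5.15).

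Among the genes lowered under HT and DH stands At1g64390 (G31904), an endoglucanase, with FPKM of 44.4, 101 and 314 in CK and log2 fold changes of -5.41 (adjusted p = 0.0092) and -5.17 (adjusted p = 0.0068). It did not pass under HT without HT1 (-5.04) or under DH without DH1 (-4.7). SHKA (G16674), an enzyme of the shikimate pathway, fell under DH with -4.15 (adjusted p = 0.028), and did not pass without CK1 (-3.34), CK3 (-3.9), DH1 (-4.05), DH2 (-4.31) or DH3 (-4.09). Between DH and DR, the 5 genes that passed include G30899 (-6.29, adjusted p = 0.027) and G3755 (-6.77, adjusted p = 0.045), which Tables S4 and S7 do not name.

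The R-square between transcript and protein changes of the genes in Table S7 may rest mostly on the direction, since these genes were picked for a like direction in both. Shuffling protein values within each direction gave a mean R-square of 0.685 under DH, against 0.7361 for the real pairs (permutation p = 0.0886), and with the ratio of mean FPKM the value under DR lay above its shuffled range (permutation p = 0.0176), so the test leaves open whether pairs within a direction add to it.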
